# Rich Organic Nitrogen Impacts Clavulanic Acid Biosynthesis through the Arginine Metabolic Pathway in Streptomyces clavuligerus F613-1

**DOI:** 10.1128/spectrum.02017-22

**Published:** 2022-12-14

**Authors:** Jiafang Fu, Xinru Xie, Shaowei Zhang, Ni Kang, Gongli Zong, Peipei Zhang, Guangxiang Cao

**Keywords:** clavulanic acid, arginine metabolism, metabolome, transcriptome

## Abstract

Clavulanic acid (CA) is the preferred clinical drug for the treatment of infections by β-lactam antibiotic-resistant bacteria. CA is produced by Streptomyces clavuligerus, and although there have been many reports on the effects of carbon and nitrogen sources on CA production, the mechanisms involved remain unclear. In this study, we found that CA accumulation in *S. clavuligerus* F613-1 was increased significantly in MH medium, which is rich in organic nitrogen, compared with that in ML medium, which contains half the amount of organic nitrogen present in MH medium. Transcriptome analysis revealed that genes involved in CA biosynthesis, such as *ceas1*, *ceas2*, *bls1*, *bls2*, *cas2*, *pah2*, *gcaS*, and *cad*, and arginine biosynthesis, such as *argB*, *argC*, *argD*, *argG*, *argH*, *argJ*, and *argR*, were upregulated under rich organic nitrogen. Metabolome data revealed notable differences between cultures of F613-1 grown in MH and ML media with regard to levels of key intracellular metabolites, most of which are involved in arginine metabolic pathways, including arginine, glutamine, and glutamic acid. Additionally, supplementation of ML medium with arginine, glutamine, or glutamic acid resulted in increased CA production by *S. clavuligerus* F613-1. Our results indicate that rich organic nitrogen mainly affects CA biosynthesis by increasing the levels of amino acids associated with the arginine metabolic pathway and activating the expression of the CA biosynthetic gene cluster. These findings provide important insights for improving medium optimization and engineering of *S. clavuligerus* F613-1 for high-yield production of CA.

**IMPORTANCE** The bacterium Streptomyces clavuligerus is used for the industrial production of the broad-spectrum β-lactamase inhibitor clavulanic acid (CA). However, much remains unknown about the factors which affect CA yields. We investigated the effects of different levels of organic nitrogen on CA production. Our analyses indicate that higher organic nitrogen levels were associated with increased CA yields and increased levels of arginine biosynthesis. Further analyses supported the relationship between arginine metabolism and CA production and demonstrated that increasing the levels of arginine or associated amino acids could boost CA yields. These findings suggest approaches for improving the production of this clinically important antibiotic.

## INTRODUCTION

Many antibiotic-resistant bacterial strains have emerged due to the long-term, widespread use of β-lactam antibiotics. The main antibiotic resistance mechanism of these strains is the production of β-lactamase, which degrades and inactivates β-lactam antibiotics. As a broad-spectrum β-lactamase inhibitor (1–3), clavulanic acid (CA) is often used in combination with penicillin or cephalosporin derivatives, an approach which can effectively improve the antibacterial effect of β-lactam antibiotics and has been widely used in the clinical treatment of infections by β-lactam antibiotic-resistant bacteria (4–6).

CA is mainly produced by Streptomyces clavuligerus (7) through a complex biosynthetic pathway that involves two direct precursors, arginine and glyceraldehyde 3-phosphate (G3P) (8, 9). In the initial step of the pathway, arginine and G3P are synthesized into N^2^-(2-carboxyethyl)-arginine (CEA) by CEA synthetase, which is a key initiating enzyme for CA synthesis and is encoded by two homologous genes, *ceas1* or *ceas2* (10). CEA is then catalyzed by β-lactam synthetase (β-LS, encoded by the *bls1* or *bls2* gene) to form amide bonds within the molecule and produce deoxyguanidino-proclavaminic acid (DGPC) (11–13). DGPC is further catalyzed by clavaminate synthase (Cas, encoded by the *cas1* or *cas2* gene) to form guanidinoproclavaminic acid (14–16). Proclavaminicaminidinohydrolase (Pah, encoded by the *pah2* gene) catalyzes the removal of guanidine from guanidinoproclavaminic acid to form proclavaminic acid (17). Next, proclavaminic acid is converted to clavaminic acid by two steps of a continuous reaction catalyzed by Cas (18). Clavaminic acid is a branching point for CA and 5S clavams. In subsequent reactions, a portion of the accumulated clavaminic acid is converted to CA by several enzymes, encoded by *cad*, *cyp450,* and *oppA1*, and the remaining clavaminic acid is used to form a variety of 5S clavams through a series of enzymatic reactions (19–21).

Although the CA biosynthetic process has been largely elucidated, the mechanisms regulating the metabolic flux between primary metabolism (especially arginine and G3P metabolism) and CA biosynthesis in *S. clavuligerus* are not yet clear. Several reports have indicated that different sources and amounts of organic nitrogen affect CA production (9, 22, 23). However, there have been no in-depth reports on how the types and content of organic nitrogen sources affect CA biosynthesis. In this study, we investigated the effects of organic nitrogen on CA biosynthesis in the strain *S. clavuligerus* F613-1 through metabolome and transcriptome analyses, and our findings provide insights into medium optimization and fermentation design for improving CA yield.

## RESULTS

### Impact of different organic nitrogen concentrations on growth and CA production of strain F613-1.

Several studies have reported that soybean powder or soy protein isolate affects CA production (9, 22, 23). We used 0.8% peptone (MH fermentation medium) and 0.4% peptone (ML fermentation medium) derived from soybean powder to investigate how organic nitrogen impacts growth, CA biosynthesis, and fermentation characteristics (Fig. 1). Results showed that the biomass of F613-1 increased exponentially over 72 h of cultivation, and then the cultures entered stationary phase (72 to 144 h) in both MH and ML media, with a slightly higher biomass in MH medium (Fig. 1A). The reducing sugar content in MH medium was higher than that in ML medium during the logarithmic growth prophase (Fig. 1A), coinciding with the early stage of CA biosynthesis (Fig. 1B), followed by a sharp reduction at 48 to 72 h and then a more gradual reduction to notably lower levels than in ML medium (Fig. 1A). Concomitantly, the CA accumulation was markedly higher in MH medium than in ML medium (Fig. 1B).

**FIG 1:**
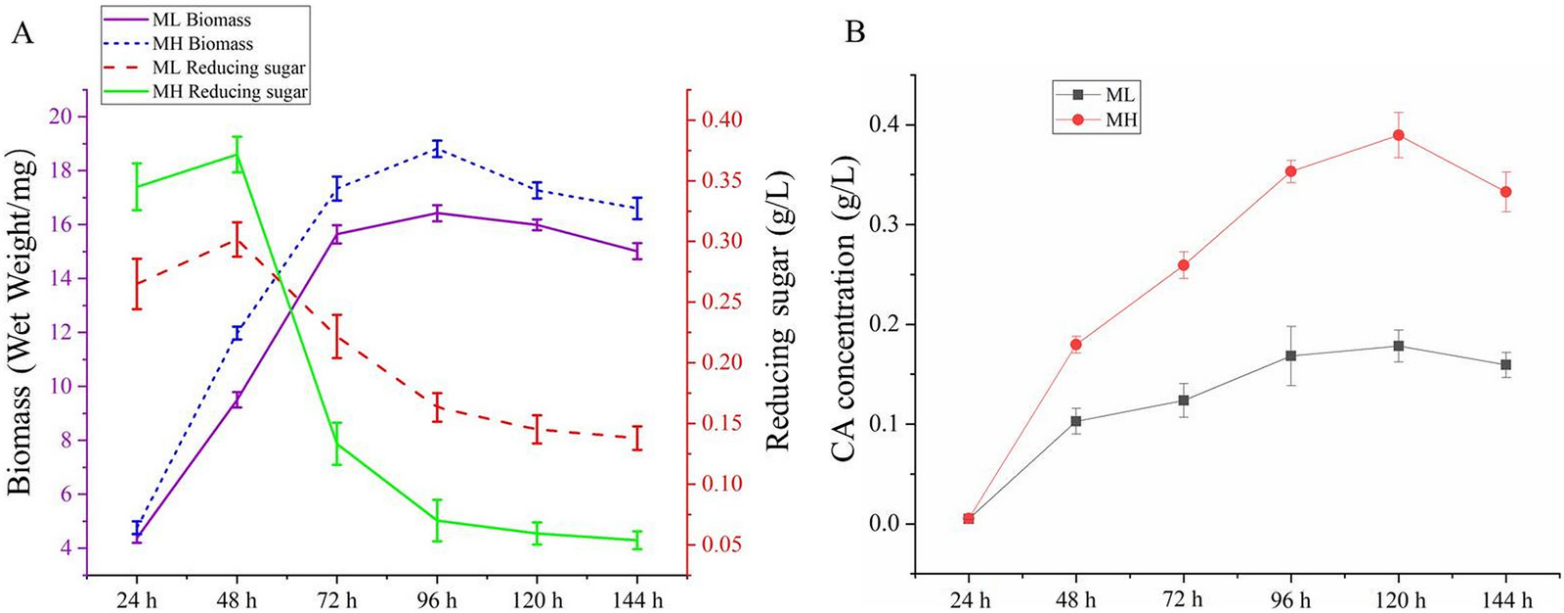
Growth and clavulanic acid (CA) production of F613-1. MH and ML refer to medium containing 0.8% peptone or 0.4% peptone from soybean powder, respectively. (A) Growth curves, determined by biomass and concentration of reducing sugar in MH or ML medium. (B) Analysis of the change in CA production during CA fermentation. Data are the means ± standard deviation (SD) of six separate experiments.

### Distinct metabolite profiles in MH and ML media associated with CA production.

Intracellular metabolites, including water-soluble compounds and fat-soluble compounds such as amino acids, sugars, organic acids, fatty acids, and other compounds, were compared between MH medium and ML medium by metabolome and lipidome analysis. The intracellular metabolites of samples from MH medium and ML medium differed markedly, as shown in the orthogonal projections to latent structures-discriminant analysis (OPLS-DA) score scatterplot obtained using different time points, with 24, 48, and 96 h corresponding to the early, rapid, and later stages of CA biosynthesis, respectively (Fig. 2A, C, and E). The promoting/antagonistic relationship of intracellular metabolites in biological processes was represented by variable importance in the projection (VIP) scores, and metabolites with a VIP score of >1 were selected as the key metabolites closely related to CA production (Fig. 2B, D, and F). These key intracellular metabolites had noticeably different concentrations in MH and ML media (Table S1), and they were mainly involved in arginine metabolic pathways (l-arginine, argininosuccinic acid, citrulline, ornithine, *N*-acetylornithine, *N*-acetylglutamic acid, l-glutamic acid, and l-glutamine) and lipid metabolic pathways (glycerol trioleate, glycerol dioleate, and glycerol monooleate).

**FIG 2:**
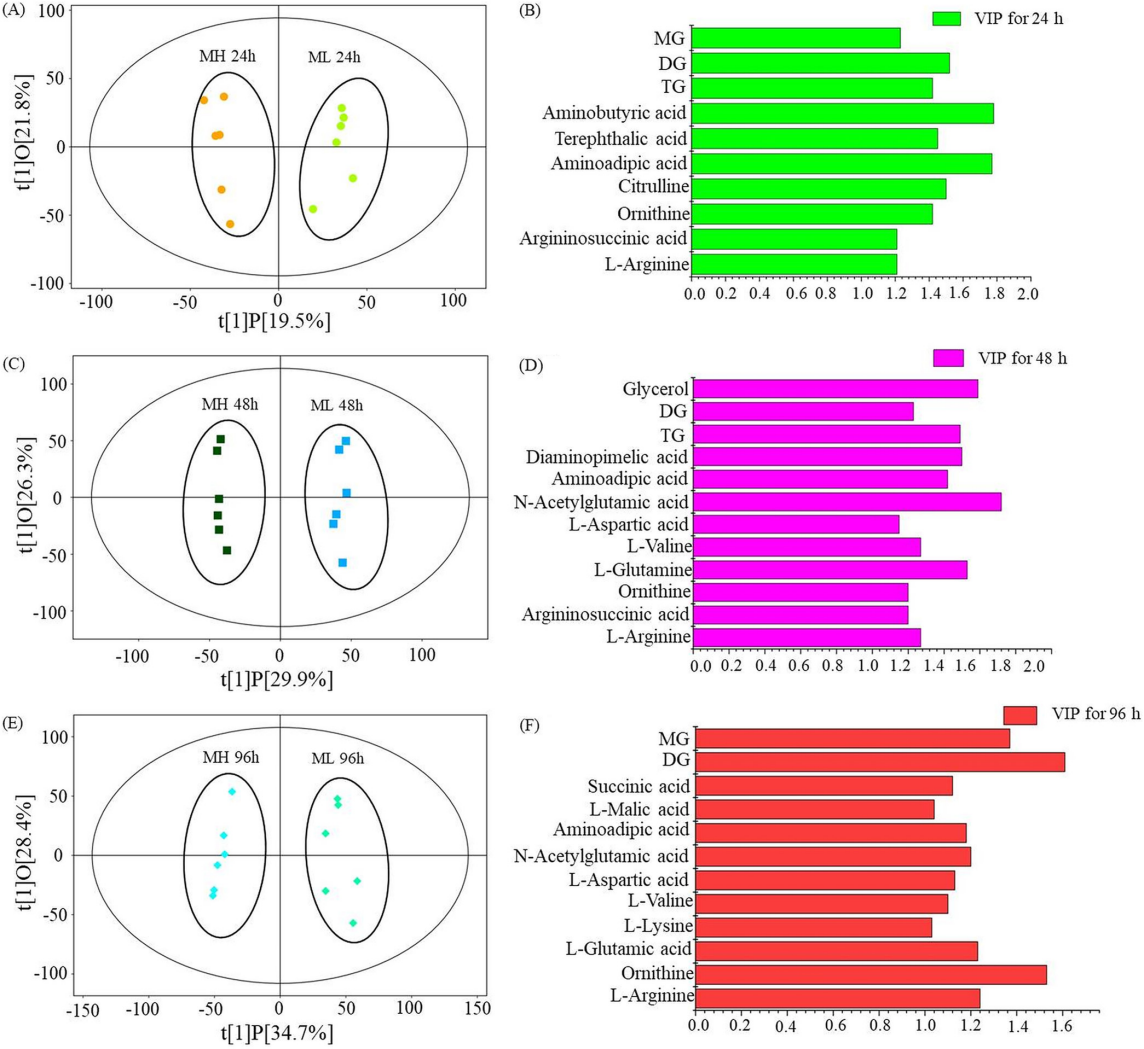
Orthogonal projections to latent structures-discriminant analysis (OPLS-DA) of intracellular metabolites in samples from MH and ML media. (A, C, and E) Score scatterplots of the OPLS-DA model for (A) MH versus ML at 24 h, (C) MH versus ML at 48 h and (E) MH versus ML at 72 h. (B, D, and F) Differentially expressed metabolites with a variable importance in projection (VIP) score of >1 at (B) 24 h, (D) 48 h, and (F) 96 h. TG, glycerol trioleate; DG, glycerol dioleate; MG, glycerol monooleate.

Arginine is a direct precursor of CA biosynthesis (24). Although MH medium has twice the amount of organic nitrogen compared to ML medium, the intracellular l-arginine content of F613-1 decreased by 45.06%, 28.88%, and 32.37% at 24, 48, and 96 h, respectively, in MH medium compared with levels in ML medium during fermentation (Fig. 3A), indicating a more robust utilization of arginine in MH medium. Ornithine is the precursor of l-arginine, and the intracellular ornithine content of F613-1 decreased by 49.05% and 30.41% at 24 and 48 h (the early and rapid stages of CA biosynthesis), respectively, in MH medium compared with that in ML medium, but increased by 1.69-fold at 96 h (Fig. 3B). In addition, *argJ* (responsible for converting *N*-acetylornithine into ornithine) was significantly upregulated at 96 h in the MH medium compared with that in the ML medium (Table S5). 

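*argJ* (BB341_RS23950, chromosome 5874742 to 5875893) is annotated as a bifunctional protein of arginine biosynthesis. At 96 h it had 1057 and 114 TMM CPM (counts scaled to library size) in the deeper and shallower MH library and 67.99 and 105 in ML. Its log2 fold change was 2.71 (p = 0.261) in the authors' deposited table, which is over 2-fold but not called at their threshold on p. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on reads recovered from those tables, it was 2.67 (standard error 0.65, adjusted p = 0.017), which passed. Its log2 fold change was 0.32 without the deeper and 3.53 without the shallower MH library. Without the deeper and the shallower ML library it was 2.38 and 3.01. With a single library left in a condition, these values show the size only and not that the gene passes. DESeq2 did not call *argJ* at an adjusted p. Neither did edgeR with a spread shared by all 6 conditions, which called no gene of the genome at 96 h.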

The intracellular l-glutamic acid content increased slightly by 6.78% and 12.92% at 24 and 48 h, respectively, in MH medium but markedly decreased by 43.93% at 96 h in this medium compared with levels in ML medium (Fig. 3C), consistent with the impact of organic nitrogen levels on amino acids associated with arginine biosynthesis.

**FIG 3:**
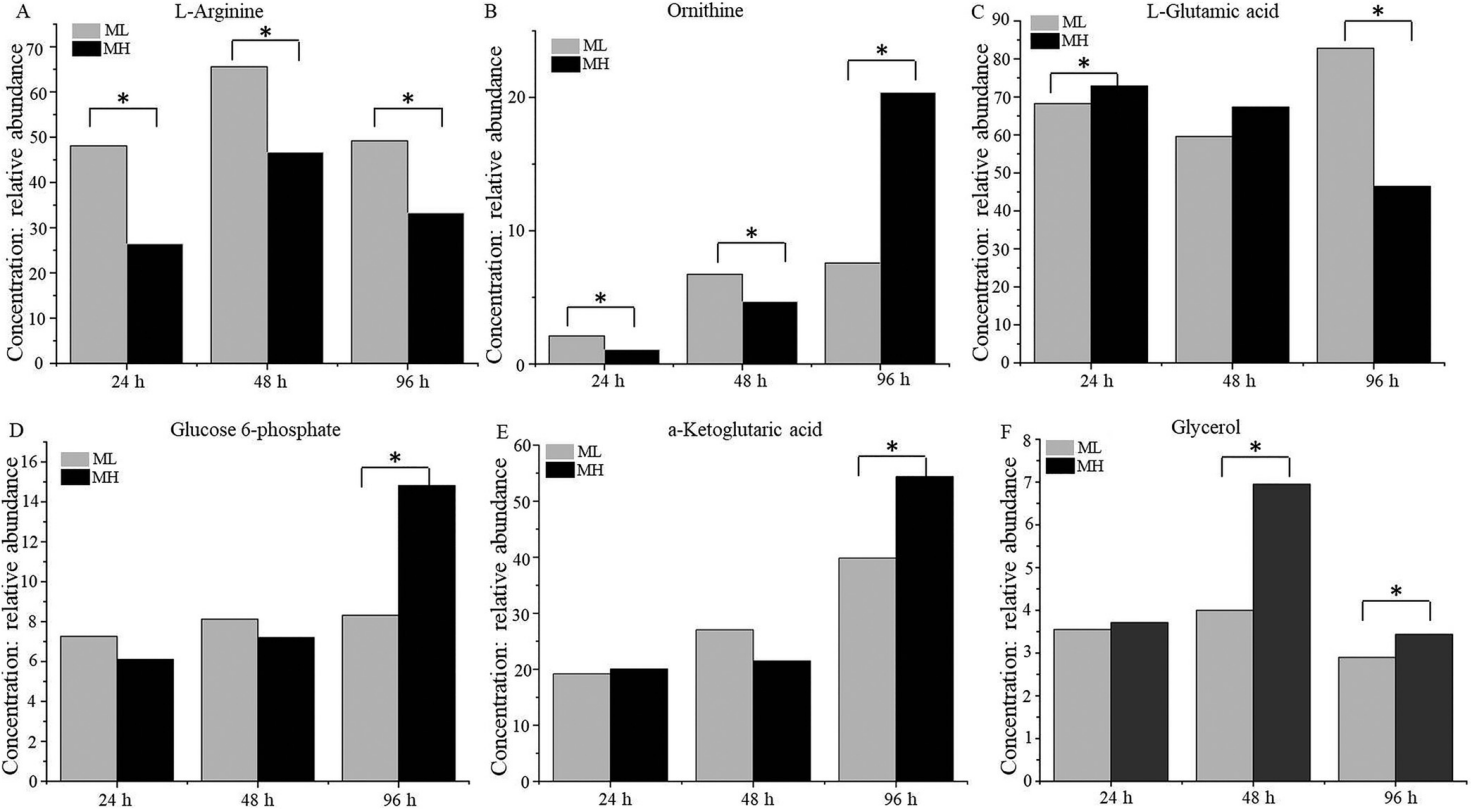
Comparison of the key metabolites closely related to CA production in Streptomyces clavuligerus F613-1 cultured in MH or ML media. Changes in concentration of l-arginine (A), ornithine (B), l-glutamic acid (C), glucose 6-phosphate (D), α-ketoglutaric acid (E), and glycerol (F) during CA fermentation. *, VIP score > 1.

In contrast, most of the carbohydrate content, including glucose 6-phosphate and α-ketoglutaric acid, was similar in MH and ML media, although levels were higher (increased by 78.22% and 36.53%, respectively) in MH medium at 96 h (Fig. 3D and E). Additionally, the intracellular glycerol content of F613-1 increased by 73.93% at 48 h and 18.28% at 96 h in MH medium compared to that in ML medium (Fig. 3F). These results indicate that organic nitrogen content mainly affects CA biosynthesis by impacting the metabolic pathway of the direct precursor arginine.

### Effects of rich organic nitrogen on CA biosynthesis and transcription of associated genes.

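RNA sequencing was used to measure the transcripts of *S. clavuligerus* F613-1, which produces clavulanic acid (CA), in a medium rich in organic nitrogen (MH, 0.8% peptone) and in a medium with less of it (ML, 0.4% peptone). Mycelium was taken at 24, 48 and 96 h, which gives 6 conditions, and the paper states 3 independent samples per treatment. The authors deposited 9 tables, each comparing a pair of conditions, with the mean normalized count of each gene in each condition, the fold change, its log2, and the p-value and adjusted p-value from DESeq. The aligner and the read counter are not given in the sources used here. Together the tables list 6103 genes, 5523 on the chromosome and 580 on the plasmid, with 6058 to 6096 genes in each table. They hold 0 columns for single libraries. Each condition stands in 3 tables, in each with a different scaling, and solving the means for whole reads gave 2 libraries per condition, 12 in all. Of the recovered values, 100% lay within 1e-06 of a whole number, the farthest at 4.35e-08, and the size factors recomputed from the recovered reads differed from those behind the tables by at most 1.98e-12 percent.
In MH, the deeper and the shallower library held 7097245 and 668312 reads on genes at 24 h, 7252350 and 228105 at 48 h, and 4832364 and 4324424 at 96 h. The ML libraries held 6124341 and 1421861 reads at 24 h, 4925472 and 3755797 at 48 h, and 3727449 and 3044511 at 96 h. Spearman correlations across genes between the libraries of a pair, where genes are not independent replicates, were 0.852, 0.801 and 0.962 in MH at 24, 48 and 96 h and 0.926, 0.934 and 0.960 in ML. Nothing in the labels says whether the libraries came from separate cultures or how they relate to the 3 samples, so the p-values measure the spread between these libraries.
Calls follow the authors' fold changes and p-values at the paper's thresholds. The recovered reads gave the values per library, in counts scaled to library size by the trimmed mean of M values (TMM CPM), and a test with edgeR of the genes with enough reads. Its calls need an adjusted p under 0.05 and a log2 fold change over 1 in size. Refits without 1 library leave its condition with a single library, so their spread comes from the other condition alone. Whether a gene passes in such a refit thus does not weigh the spread of both conditions. The scaling changes the numbers: against scaling by library size alone, the authors' size factors raise the median gene in MH relative to ML, and the values scaled by library size alone lie −0.42, −0.91 and −0.55 on the log2 scale from the authors' at 24, 48 and 96 h. Between times this difference was 0.50, 1.89 and 1.34 in MH and 1.07, 2.06 and 1.00 in ML for 48 h against 24 h, 96 h against 24 h and 96 h against 48 h, so changes are read relative to the median gene.

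**Figure D1:**
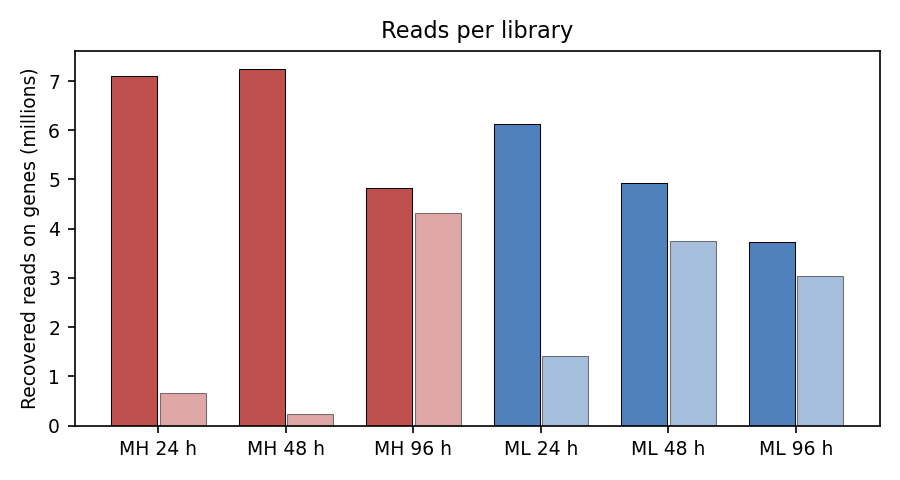
Recovered reads on genes (linear vertical axis from 0) for each condition, with MH in red and ML in blue. Dark bars are the deeper and light bars the shallower library of a pair, and the shallower libraries of MH at 24 and 48 h hold the fewest reads, 668312 and 228105.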

To further explore how rich organic nitrogen affects CA biosynthesis, we performed transcriptome analysis. Three gene clusters are associated with CA biosynthesis in *S. clavuligerus*: the CA biosynthetic gene cluster, the paralog gene cluster, and the clavam gene cluster (25–28). Transcriptome data revealed that the transcriptional levels of these three gene clusters were high at 24 h, then decreased slightly at 48 h, and were significantly decreased at 96 h in MH medium (Fig. S1 and Table S2). 

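The CA biosynthetic gene cluster holds 21 listed genes and the clavam gene cluster 12, both on the chromosome, and the paralog gene cluster holds 4 genes on the plasmid. From 24 to 48 h in MH, the median log2 fold change in the authors' deposited table was −0.24 for the CA cluster, −0.33 for the paralog cluster and −0.14 for the clavam cluster, and 0 members were called. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 members of the 3 clusters were called, while 1 CA gene, 0 paralog genes and 1 clavam gene passed at an unadjusted p under 0.05. DESeq2 on the recovered reads called 0, 0 and 1. From 24 to 96 h, the medians in the authors' table were −3.21, −5.48 and −4.15, with 16 of 21, 4 of 4 and 8 of 12 members called lower. edgeR called the same numbers of genes lower in each cluster. The median level of the CA genes was 738 and 477 TMM CPM at 24 h (deeper and shallower library), 732 and 402 at 48 h, and 57.4 and 57.1 at 96 h. The paralog genes went from 15664 and 12795 at 24 h to 332 and 135 at 96 h. Carboxyethylarginine synthase, encoded by *ceaS2* (BB341_RS07810, chromosome 2031653 to 2033374), takes the first step from arginine towards CA. Its transcripts stood at 35189.9 and 30623 TMM CPM at 24 h and at 870.0 and 603 at 96 h, a log2 fold change of −5.50 (standard error 0.87, adjusted p = 0.0126) from edgeR. Without either of the MH 96 h libraries, edgeR called 0 genes between these times, and the fold change of *ceaS2* was −5.66 without the deeper and −5.18 without the shallower one.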

In ML medium, these three gene clusters were also expressed most highly at 24 h, but with greater decreases in expression at 48 h (Fig. S1 and Table S3). In addition, most of these genes were slightly downregulated at 48 and 24 h in MH medium compared with levels in ML medium (Tables S2 and S3).

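In ML, most members of the 3 clusters were already lower at 48 h than at 24 h. The median log2 fold change from 24 to 48 h in the authors' deposited table was −1.99 for the 21 CA genes, −2.50 for the 4 paralog genes and −1.58 for the 12 clavam genes, with 14, 4 and 7 members called lower. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 14, 4 and 6 members were called lower. At 96 h against 48 h, the paralog genes fell further (median −3.86, 4 of 4 called lower in the same table), while the CA genes had a median of 0.17 with 3 called higher and 2 lower. Per library, the CA genes had a median level of 287 and 316 TMM CPM at 24 h, 54.3 and 54.6 at 48 h, and 84.6 and 86.3 at 96 h. *ceaS2* (BB341_RS07810) had 14368 and 18413 TMM CPM at 24 h and 794 and 761 at 48 h, a log2 fold change of −4.40 (standard error 0.59, adjusted p = 3.8e-12) from edgeR. Whether the step from 24 to 48 h differs between the media was tested as an interaction over all 12 libraries. It differed for 9 of the 21 CA genes, with a median difference of 1.98 on the log2 scale (MH minus ML), for 0 of the 4 paralog genes (2.02) and for 1 of the 12 clavam genes (1.05). For *ceaS2*, the difference was 4.07 (standard error 0.88, adjusted p = 0.0105).

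**Figure D2:**
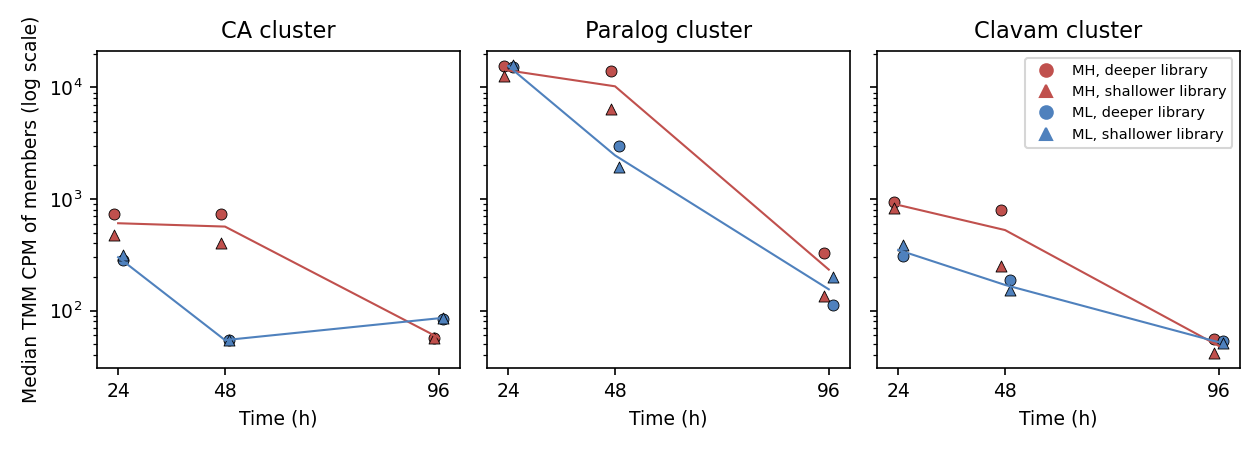
Median TMM CPM of the members of the CA, paralog and clavam gene clusters (vertical axis, log scale) against time in h, 1 point per library, with MH in red and ML in blue. The CA genes stand at 732 and 402 in MH and at 54.3 and 54.6 in ML at 48 h.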

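Both media were compared directly for the 37 genes of the 3 clusters. At 24 h, the log2 fold change of MH against ML in the authors' deposited table was above 0 for 30 genes and below 0 for 7, and at 48 h above 0 for 34 and below 0 for 3. Of these, 6 were called higher at 24 h and 22 at 48 h, and 0 were called lower at either time. The gene lowest in MH at 24 h was *cvmG* of the clavam cluster (BB341_RS13905), with 19.7 and 0.00 TMM CPM in MH and 26.9 and 25.8 in ML and a log2 fold change of −1.16 (standard error 0.87, adjusted p = 0.535) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 48 h the lowest was *cyp* (BB341_RS07900), with 25.7 and 10.1 TMM CPM in MH and 34.96 and 32.7 in ML and a log2 fold change of −0.67 (standard error 0.64, adjusted p = 0.583) by the same test.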

Compared with the levels in ML medium, the transcriptional levels of these three gene clusters increased by 2- to 4-fold at 24 h and 2- to 32-fold at 48 h in MH medium, but had begun to decrease by 96 h, resulting in no significant differences in expression for most genes in the two media by the final time point (Table S4). 

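Among the 37 genes, the fold change of MH over ML in the authors' deposited table ran from 0.359 (*cvmG*) to 11.2 (*cvmP*) at 24 h, from 0.549 (*cyp*) to 35.0 (*ceaS2*) at 48 h and from 0.502 (*gcaS*) to 12.3 (*oat2*) at 96 h. Between 2- and 4-fold lay 9 genes at 24 h, and between 2- and 32-fold lay 28 at 48 h. At 96 h, 17 genes were above and 20 below 1-fold, 0 were called by the authors' values, and 4 had a p under 0.05. *cvmP* (BB341_RS13910, chromosome 3432363 to 3434381), annotated as a putative protein-arginine deiminase, had 5931 and 1597 TMM CPM in the deeper and shallower MH library at 24 h and 300.4 and 355 in ML. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave it a log2 fold change of 3.40 (standard error 0.61, adjusted p = 0.118), which did not pass, and 2.30 without the deeper and 4.19 without the shallower MH library, which did. At 96 h, edgeR called 2 CA genes higher and 1 lower and 1 clavam gene higher, and DESeq2 called 1 CA gene higher. The highest, *oat2* (BB341_RS07830), had 6026 and 1070.0 TMM CPM in MH and 202 and 356 in ML, a log2 fold change of 3.59 (standard error 0.63, adjusted p = 0.0037). It was 1.86 without the deeper MH library, and 3.22 and 4.04 without the deeper and the shallower ML library. These are sizes only, as a single library was left in a condition, and do not mean that the gene passes. With a spread shared by all 6 conditions *oat2* did not pass, but no gene of the genome passed there at 96 h.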

Real-time quantitative PCR (RT-qPCR) data revealed that the expression trends of *ceas1*, *ceas2*, *bls1*, *bls2*, *cas2*, *pah2*, *pah1*, *gcaS*, *fd*, *cyp450*, *claR*, and *cad* were similar to the expression trend obtained from the transcriptome results (Fig. S2). 

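The enzymes that build CA from arginine and glyceraldehyde-3-phosphate are encoded side by side on the chromosome, from *ceaS2* (BB341_RS07810) for carboxyethylarginine synthase through *cas2* (BB341_RS07825) for clavaminate synthase to *cad* (BB341_RS07845, 2042059 to 2042805) for clavulanic acid dehydrogenase, with the regulator gene *claR* (BB341_RS07840) between them. Of the 21 listed CA genes, 5 were called higher in MH at 24 h, 13 at 48 h and 0 at 96 h in the authors' deposited tables, and 0 were called lower. The medians of their log2 fold changes were 0.86, 2.93 and −0.26. At 24 h edgeR called 0 members, with 6 at an unadjusted p under 0.05, 2 when adjusted over the list alone, and 5 by DESeq2. At 48 h edgeR called 13 higher, 14 when adjusted over the list alone, and the list's median lay at the 100th percentile of 10000 random lists matched on level. The list is the paper's, reported on these same samples, so the percentile describes these libraries and is no independent support. camera gave p = 1.52e-20 for the list with a preset correlation of 0.01 and p = 0.133 with an estimated correlation. At 48 h, *ceaS2* had 35281 and 17090.4 TMM CPM in the deeper and shallower MH library and 794 and 761 in ML. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave a log2 fold change of 5.07 (standard error 1.13, adjusted p = 6.7e-04). *cad* had 3216 and 1653 in MH and 157 and 123 in ML, with 4.12 (standard error 0.84, adjusted p = 1.2e-04) from the same test, and *cas2* had 4.48 (standard error 1.08, adjusted p = 0.00182), and 3.90 without the deeper MH library, where it did not pass. For *claR* the fold change was 1.91 (standard error 0.55, adjusted p = 0.0156), and 0.52 without the deeper MH library. The authors' deposited table gave *claR* 1.89 (p = 0.102), which was not called. The spread between the ML libraries carries these tests: without the deeper ML 48 h library edgeR called 0 members and without the shallower one 3, at *ceaS2* fold changes of 4.98 and 4.94, while without the deeper or the shallower MH library it called 10 and 16. The list's median was 2.05 without the deeper MH library.

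**Figure D3:**
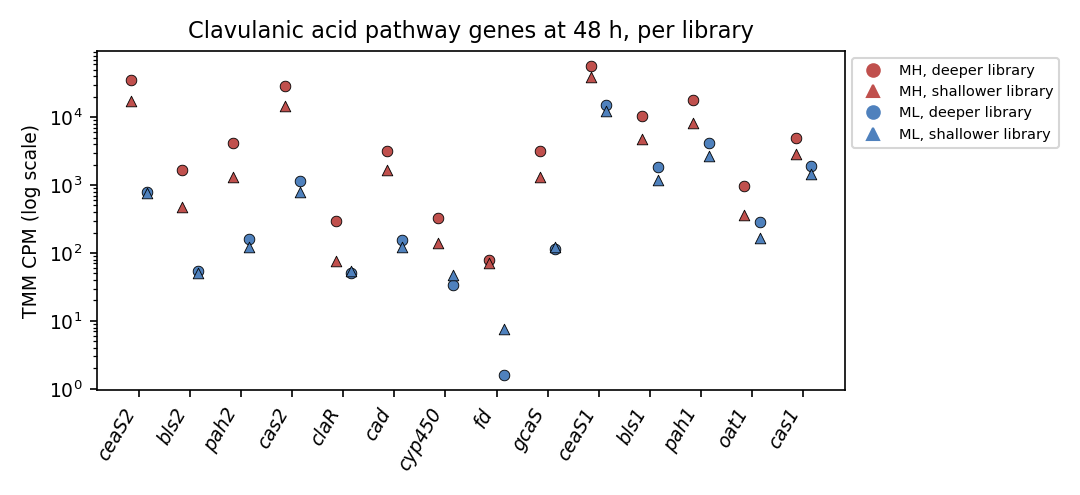
TMM CPM at 48 h (vertical axis, log scale) of genes of the CA, paralog and clavam gene clusters (horizontal axis), 1 point per library, with MH in red and ML in blue. Of these, *ceaS1*, *bls1*, *pah1* and *oat1* belong to the paralog cluster and *cas1* to the clavam cluster. The points of *ceaS2* (BB341_RS07810) lie at 35281 and 17090.4 in MH and at 794 and 761 in ML.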

The transcriptional levels of key genes involved in CA biosynthesis were slightly higher at 24 h, significantly higher at 48 h, and then similar at 96 h in MH medium compared with levels in ML medium (Fig. 4). These results indicate that rich organic nitrogen promotes CA biosynthesis by impacting the expression of the three CA gene clusters.

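The effect of the medium on the 3 clusters was largest at 48 h and was also tested as a change over time. The step from 48 to 96 h differed between the media for 12 of the 21 CA genes by an interaction term in edgeR over all 12 libraries, with a median difference of −3.61 on the log2 scale (MH minus ML), for 0 of the 4 paralog genes (−1.28) and for 1 of the 12 clavam genes (−1.51). From 24 to 96 h, the difference was called for 0 members of the CA cluster, 0 of the paralog cluster and 0 of the clavam cluster, with medians of −1.03, 0.76 and 0.07. For *ceaS2*, the interaction from 48 to 96 h was −5.00 (standard error 0.89, adjusted p = 0.00418). Between the media at 48 h, the paralog cluster had a median log2 fold change of 1.91 and the clavam cluster of 1.57 in the authors' deposited table, with 3 of 4 and 6 of 12 members called higher. edgeR called 0 paralog genes, 3 at an unadjusted p under 0.05 and 2 when adjusted over the list alone, where DESeq2 called 3, and it called 4 clavam genes, 6 when adjusted over the list alone. Without either of the ML 48 h libraries, edgeR called 0 genes of both clusters, and without the deeper MH 48 h library 0 paralog genes and 1 clavam gene. Without the shallower MH 48 h library the edgeR values were 2.12 for *oat1* and 3.64 for *cvmP*. The paper also measured genes of the CA and paralog clusters by RT-qPCR and reports trends like those of its sequencing. It reads these results as a sign that rich organic nitrogen promotes CA biosynthesis through the expression of these clusters.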

**FIG 4:**
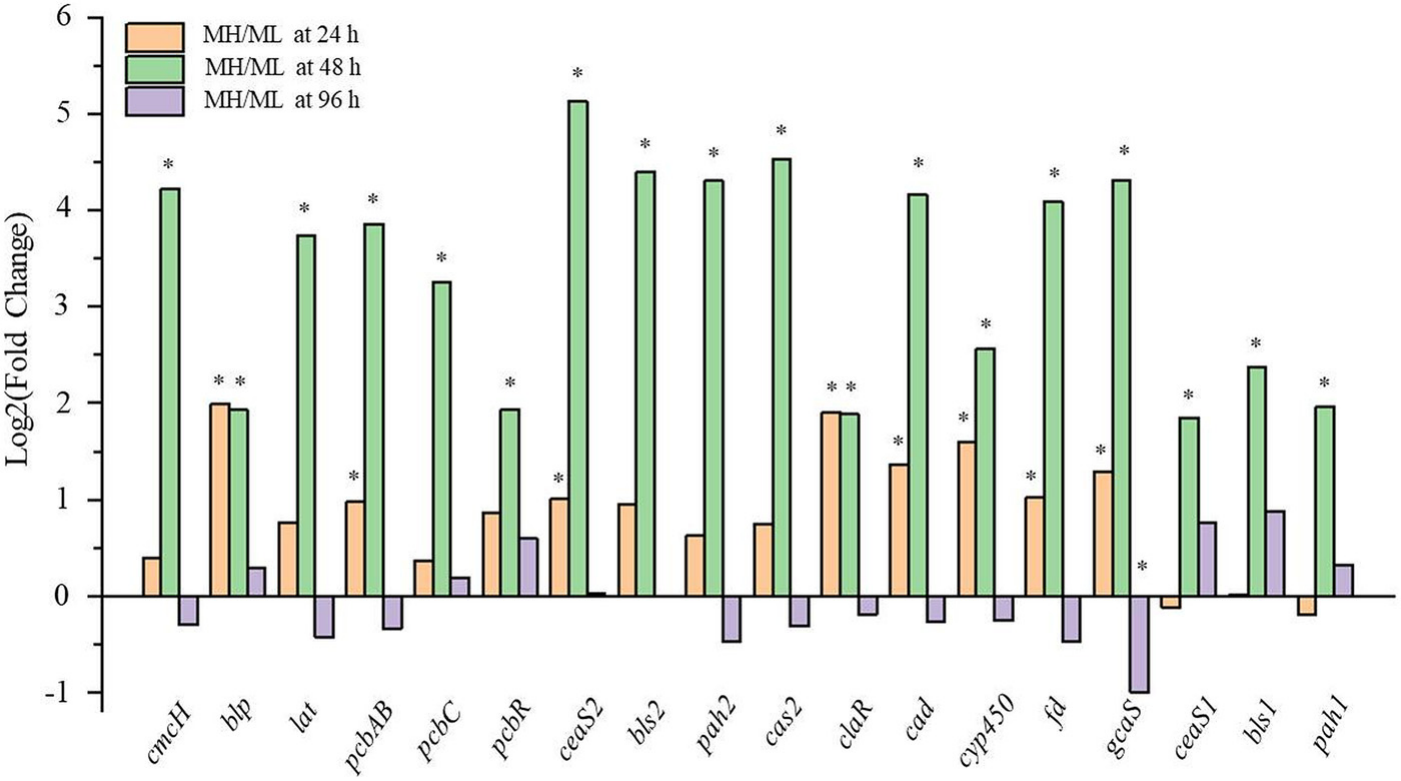
Comparison of the transcriptional levels of key genes in CA and cephalomycin C biosynthesis in MH and ML media. Results show log_2_ fold change in MH medium compared with levels in ML medium at 24, 48, and 96 h. *, *P* < 0.05.

### Effects of rich organic nitrogen on arginine metabolism-related gene transcription.

The metabolomics data revealed that levels of arginine and its related amino acids differed noticeably between MH and ML media (Table S1). Transcriptome analysis also showed that rich organic nitrogen significantly affected the expression levels of genes involved in arginine metabolism (Table S5). 

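The paper's list for arginine metabolism in Table S5 holds 19 genes, among them the 7 genes of the arginine biosynthetic gene cluster, *otc* for ornithine carbamoyltransferase and the genes of glutamate synthase. By the authors' deposited fold changes and p-values, 0 of the 19 were called between the media at 24, 48 or 96 h. The medians of their log2 fold changes were 0.57, 0.68 and 0.45, at percentiles 81.2, 75.8 and 77.3 of random lists matched on level. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 at 24 h, 0 at 48 h and 7 at 96 h, all higher in MH. Adjusted over the list alone and without the fold threshold, 0, 0 and 9 had an adjusted p under 0.05. With the fold threshold, 7 passed at 96 h even at an unadjusted p. camera with a preset correlation gave p = 0.0349, 0.0214 and 8.7e-04 for the 3 times, and with an estimated correlation p = 0.520, 0.495 and 0.311. *argD* (BB341_RS23960) had the highest fold change of the list at 96 h and lay at 1616 and 143 TMM CPM in the deeper and shallower MH library and at 63.7 and 104 in ML. Without the deeper MH library its log2 fold change from edgeR was 0.70, against 3.31 with it.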

The arginine biosynthetic gene cluster was expressed at high levels during the first two stages of CA biosynthesis (at 24 and 48 h), with lower expression at 96 h in both MH and ML media (Fig. 5A and B). However, the expression levels of genes involved in arginine biosynthesis, especially the arginine biosynthetic gene cluster (*argJ*, *argB*, *argC*, *argD*, *argR*, *argG*, and *argH*), increased by 3- to 10-fold at 96 h in MH medium compared with those in ML medium (Fig. 5C). 

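The arginine biosynthetic gene cluster runs from *argC* (BB341_RS23945) to *argH* (BB341_RS23975) on the chromosome. The median level of its 7 genes in the deeper and shallower library was 2989 and 904 TMM CPM at 24 h, 4111 and 1638 at 48 h and 684 and 88.5 at 96 h in MH. In ML it was 956 and 1070.4 at 24 h, 1911 and 1272 at 48 h and 63.7 and 66.0 at 96 h. From 24 to 48 h, the authors' deposited tables gave median log2 fold changes of 0.71 in MH and 0.44 in ML with 0 members called. edgeR and DESeq2 also called 0, and 0 passed at an unadjusted p under 0.05. At 96 h against 48 h, 6 of 7 members were called lower in MH (median −3.09) and 7 of 7 in ML (median −4.83) by the authors' values. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1 lower in MH, with 6 at an unadjusted p under 0.05, and 7 lower in ML. *argG* (BB341_RS23970, 5878929 to 5880143), for argininosuccinate synthase, showed the pattern: its log2 fold change from 48 to 96 h was −2.70 (standard error 1.01, adjusted p = 0.137) in MH and −4.76 (standard error 0.86, adjusted p = 6.7e-06) in ML, where it did not pass without the deeper or the shallower ML 96 h library, at −4.41 and −5.23. Whether the change over time differs between the media was called for 0 of the 7 genes by an interaction term, with median differences of 1.95 from 24 to 96 h and 2.04 from 48 to 96 h.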

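The 7 genes were between 3.32-fold for *argH* (BB341_RS23975) and 10.1-fold for *argD* higher in MH than in ML at 96 h in the authors' deposited table, with a median log2 fold change of 2.71 at the 100th percentile of random lists matched on level. The paper had picked out this cluster on the same samples, so that percentile describes these libraries and is no independent support. By the authors' p-values, 0 of 7 were called. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 7 of 7 higher, also 7 when adjusted over the list alone, and DESeq2 called 0 at an adjusted p and 6 at an unadjusted one. camera gave p = 6.4e-06 for the cluster with a preset correlation and p = 0.220 with an estimated one. The libraries of MH at 96 h lay far apart. *argC* (BB341_RS23945) had 513 and 55.6 TMM CPM in the deeper and shallower MH library and 28.6 and 28.5 in ML, a log2 fold change of 3.23 (standard error 0.65, adjusted p = 0.00695), and *argG* (BB341_RS23970) had 4230.5 and 652 in MH and 293 and 522 in ML, with 2.50 (standard error 0.62, adjusted p = 0.0187). *argH* (5880234 to 5881661) had 367 and 88.5 in MH and 66.2 and 66.01 in ML, with 1.70 (standard error 0.44, adjusted p = 0.0226). Without the deeper MH library, edgeR called 0 members, the cluster's median was 0.60, and *argC*, *argG* and *argH* had 0.88, 0.60 and 0.34. Without the shallower one the cluster's median was 3.52.

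**Figure D4:**
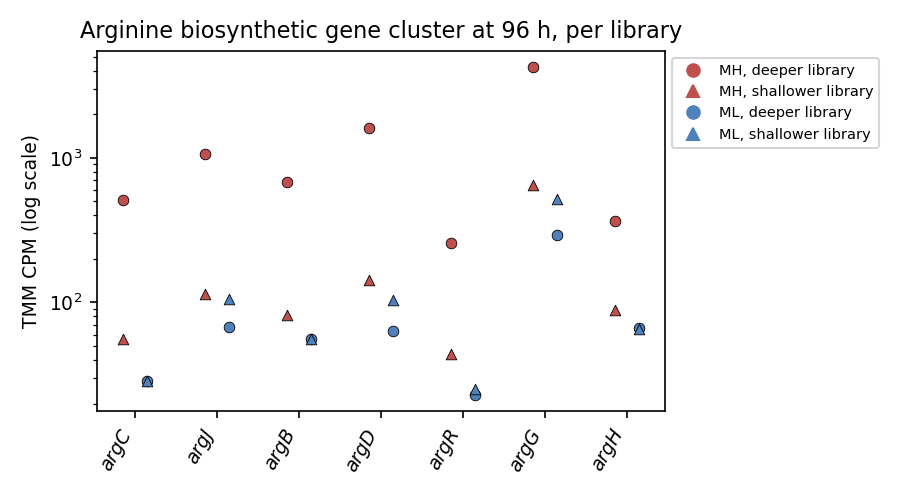
TMM CPM at 96 h (vertical axis, log scale) of the 7 genes of the arginine biosynthetic gene cluster, 1 point per library, with MH in red and ML in blue. For *argG* (BB341_RS23970) the deeper MH library lies at 4230.5, the shallower one at 652 and the ML libraries at 293 and 522.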

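At 24 and 48 h the 7 genes of the arginine cluster lay closer to the same level in both media. The median log2 fold change of MH against ML was 0.79 at 24 h, within 0.22 to 1.00, and 0.90 at 48 h, within 0.59 to 1.37, in the authors' deposited tables. 0 members were called at either time by those values, by edgeR and by DESeq2, and 0 passed at an unadjusted p under 0.05 in edgeR. The medians lay at percentiles 73.2 and 43.7 of random lists matched on level. *argB* (BB341_RS23955), for acetylglutamate kinase, had 4111 and 1638 TMM CPM in MH and 1911 and 1272 in ML at 48 h, a log2 fold change of 0.86 (standard error 0.79, adjusted p = 0.568) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the shallower MH 24 h library edgeR called 6 of 7 members higher at 24 h, from 1.04 for *argC* (BB341_RS23945) to 1.64 for *argB*, while without the deeper one *argC* and *argB* had −0.19 and −0.03. On simulated changes with 1 common spread for all genes and libraries, that test called 38.8% of genes changed 4-fold at 24 h and 44.8% at 48 h, and 1.49% of those changed 2-fold at both times, where a call also needs a log2 fold change over 1. The real MH and ML pairs differ in spread, so these rates are not those of the genes here.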

There were no significant differences in the expression levels of most of the arginine biosynthetic gene cluster at 24 and 48 h in MH and ML media (Table S5). RT-qPCR data also revealed that the expression trends of *argB*, *argC*, *argH*, and *argJ* were similar with that obtained from the transcriptome results (Fig. S2). Given that the arginine content in F613-1 was noticeably lower in MH medium than in ML medium (Fig. 3 and Table S1), our transcriptome and metabolome data collectively suggest that the conversion rate of arginine to CA is higher in MH medium than in ML medium.

**FIG 5:**
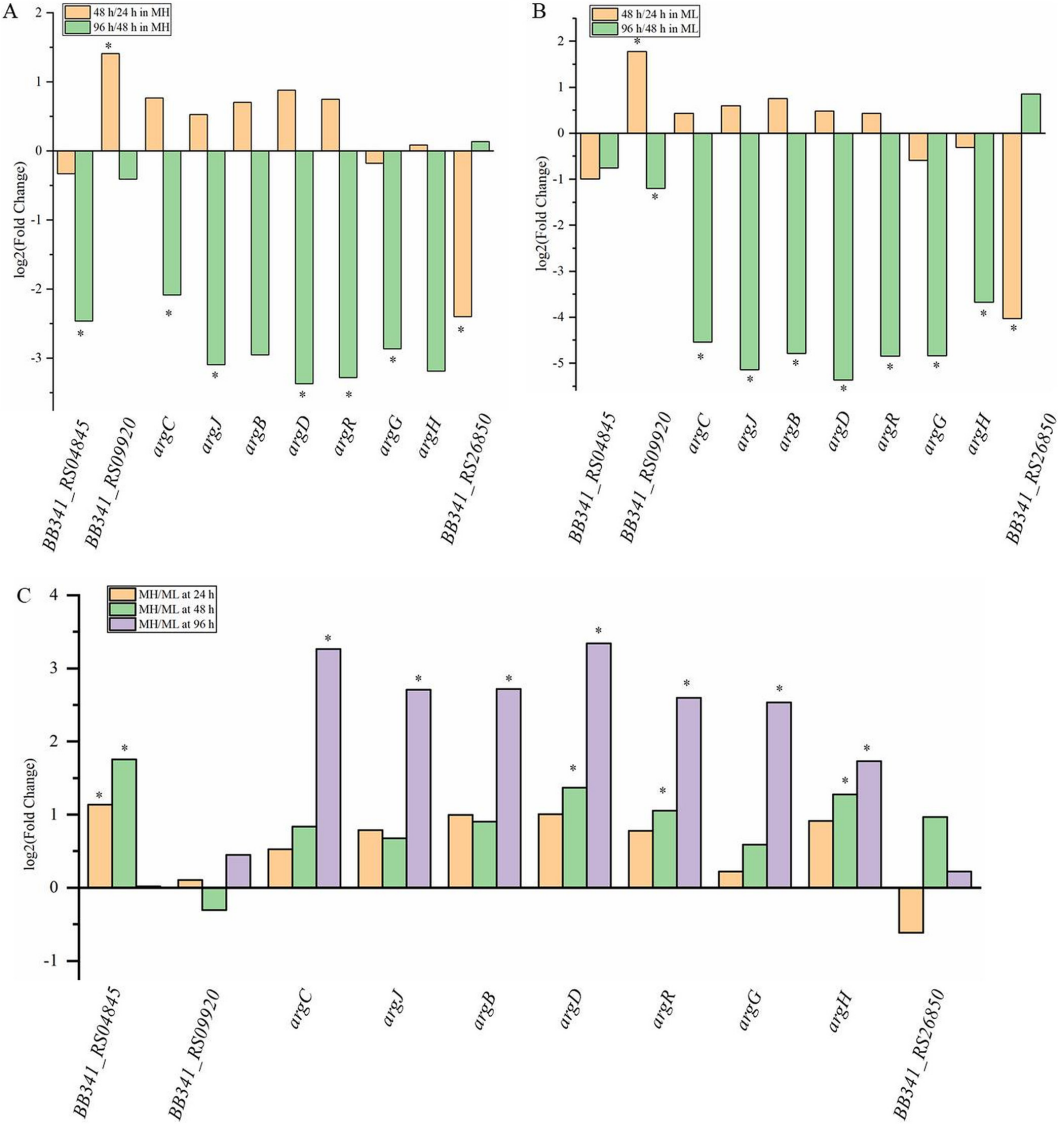
Comparison of the transcriptional levels of genes involved in arginine metabolism in MH and ML media. Results show log_2_ fold change at different time points in MH medium (A), ML medium (B), and MH medium compared to ML medium (C) at 24, 48, and 96 h. *, *P* < 0.05.

### Enhanced amino acid metabolism promotes CA synthesis in MH medium.

To further evaluate how organic nitrogen affects CA biosynthesis, we comprehensively analyzed the transcriptome and metabolome of strain F613-1 cultured at 48 h (rapid stage of CA biosynthesis) in both MH and ML media and determined the metabolite and gene expression profiles involved in CA (Fig. 6). As shown in the schematic overview, all the genes associated with the CA biosynthesis pathway, including *cad*, *oat1*, *gcaS*, *cas1*, *cas2*, *pah2*, *pah1*, *ceaS1*, and *ceaS2*, were upregulated in MH medium compared with that in ML medium. Additionally, the level of intracellular metabolite l-glutamic acid was increased slightly in F613-1 at 48 h in MH medium, whereas the concentrations of arginine and its intermediates (argininosuccinic acid, citrulline, ornithine) decreased. 

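Arginine and glyceraldehyde-3-phosphate enter the pathway through carboxyethylarginine synthase, which has a form encoded by *ceaS2* in the CA cluster and another by *ceaS1* in the paralog cluster on the plasmid. At 48 h, *pah2* (BB341_RS07820) had 4098 and 1312 TMM CPM in the deeper and shallower MH library and 159 and 123 in ML, a log2 fold change of 4.27 (standard error 0.85, adjusted p = 8.1e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *gcaS* (BB341_RS07885, 2051225 to 2052538), at the last steps, had 3204 and 1332 in MH and 115 and 122 in ML, with 4.26 (standard error 0.83, adjusted p = 6.1e-05). Neither passed without the deeper ML 48 h library, at 4.32 and 4.09, or without the shallower one, at 3.97 and 4.19. *ceaS1* (BB341_RS29460, plasmid 410160 to 411827) had 56016 and 39120.5 in MH and 14934 and 12420.1 in ML, with 1.80 (standard error 1.09, adjusted p = 0.353), which did not pass, and its log2 fold change in the authors' deposited table was 1.85 (p = 0.0155). *pah1* (BB341_RS29470) had 1.92 (standard error 0.93, adjusted p = 0.229) from edgeR and 1.97 (p = 0.0152) in that table. *oat1* (BB341_RS29475) and *cas1* (BB341_RS13955) were over 2-fold higher in MH at 48 h in the same table, with 1.63 (p = 0.0587) and 1.25 (p = 0.0605), and were not called by it or by edgeR, which gave adjusted p = 0.158 and adjusted p = 0.412.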

Genes involved in converting glutamine into arginine, such as BB341_RS21930, BB341_RS21935, *argD*, *argR*, *argH*, and *otc*, were upregulated in F613-1 at 48 h in MH medium, indicating that arginine may be used in large quantities to synthesize CA. 

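Glutamine gives its nitrogen to glutamate through glutamate synthase, whose subunits are encoded by BB341_RS21930 and BB341_RS21935, and ornithine carbamoyltransferase (*otc*, BB341_RS04845, chromosome 1241991 to 1243040) turns ornithine into citrulline. At 48 h, *otc* had 416 and 136 TMM CPM in the deeper and shallower MH library and 87.3 and 82.2 in ML, a log2 fold change of 1.74 (standard error 0.59, adjusted p = 0.0553) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and DESeq2 called it. BB341_RS21930 had 1.28 (standard error 0.67, adjusted p = 0.268), *argD* (BB341_RS23960) 1.32 (standard error 0.89, adjusted p = 0.406), and *argR* (BB341_RS23965) 1.01 (standard error 0.73, adjusted p = 0.444) from the same edgeR test. In the authors' deposited table, the log2 fold changes at 48 h were 1.32 (p = 0.143) for BB341_RS21930, 1.37 (p = 0.0764) for *argD*, 1.05 (p = 0.152) for *argR*, 1.27 (p = 0.0691) for *argH* (BB341_RS23975) and 1.75 (p = 0.0706) for *otc*. All of these were over 2-fold, and 0 of them were called at the paper's threshold on p or by edgeR. Without the deeper MH 48 h library, the edgeR values were 0.68 for *otc*, 0.02 for BB341_RS21930, 0.47 for *argD* and −0.06 for *argR*, and without the shallower one *otc* and BB341_RS21930 passed, with 2.30 and 1.93.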

Results revealed that rich organic nitrogen enhances the CA biosynthesis pathway in MH medium compared with that in ML medium.

**FIG 6:**
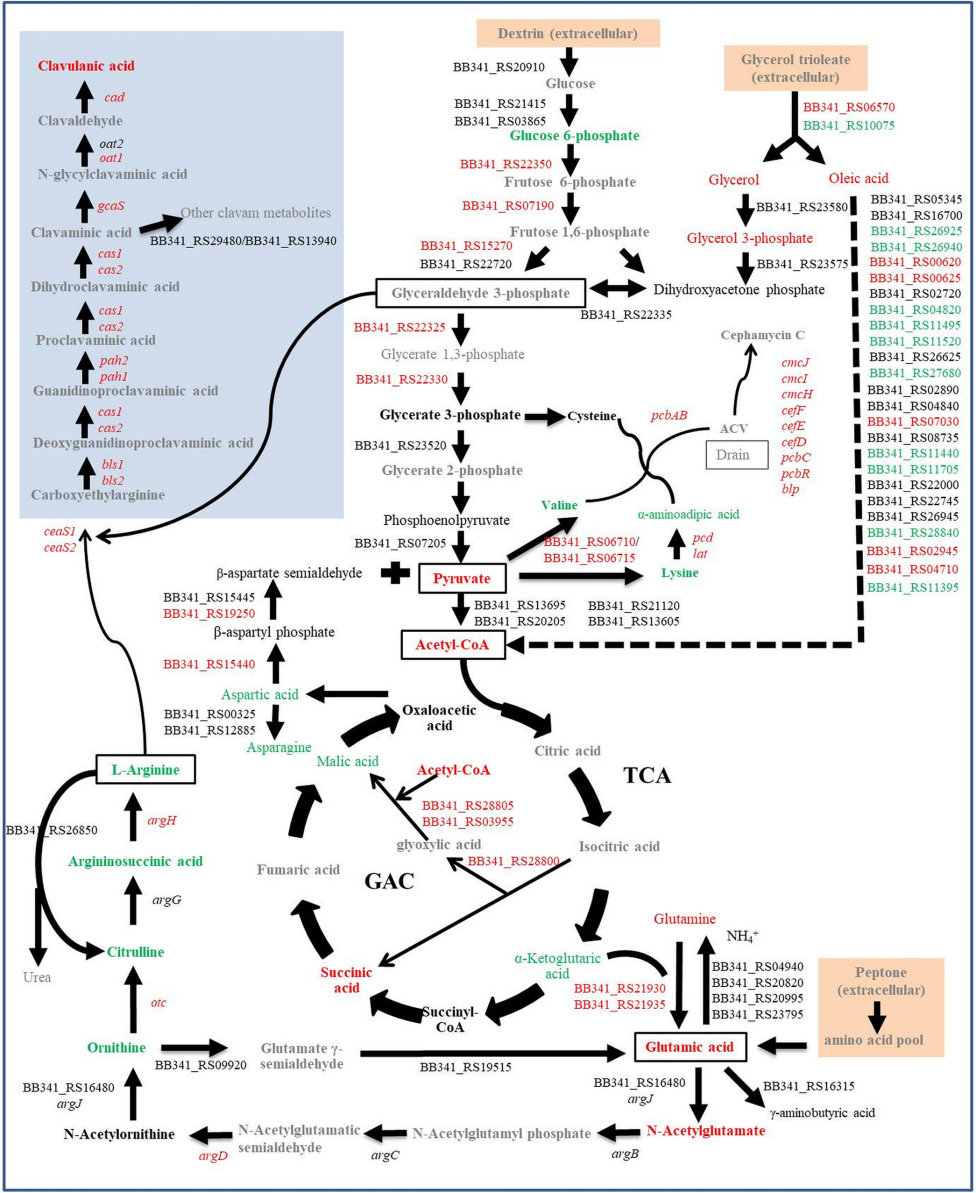
Schematic overview of correlation between metabolites and the expression profiles of genes involved in CA. Results for the metabolites and gene expression levels were obtained from the metabolome and transcriptome data for *S. clavuligerus* F613-1 cultured for 48 h (CA biosynthesis stage). Metabolites and genes shown in red were upregulated in MH medium compared to ML medium (MH48/ML48), those in green were downregulated (MH48/ML48), and those in black showed no change (MH48/ML48). Metabolites and genes shown in gray were not detected. TCA, tricarboxylic acid cycle; GAC, glyoxylic acid cycle.

In addition, the cephalomycin C biosynthetic gene cluster (*pcd*, *cefE*, *cefD*, *cmcI*, *cmcJ*, *cefF*, *cmcH*, *ccaR*, *blp*, *lat*, *pcbAB*, *pcbC*, and *pcbR*) except for *pbpA* and *cmcT*, was notably upregulated in MH medium compared to that in ML medium (Table S7). 

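The cephalomycin C biosynthetic gene cluster lies beside the CA cluster on the chromosome, from *pbpA* (BB341_RS07730) to *pcbR* (BB341_RS07805), and is listed with 15 genes. At 48 h, 12 were called higher in MH and 0 lower in the authors' deposited table, with a median log2 fold change of 3.32. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 11 higher and 0 lower, and 12 when adjusted over the list alone. The list's median lay at the 100th percentile of random lists matched on level, and camera gave p = 0.123 with an estimated correlation. As the list is the paper's, reported on these same samples, the percentile is no independent support. *cefE* (BB341_RS07745, 2003590 to 2004525), for deacetoxycephalosporin C synthase, had 2673 and 1387 TMM CPM in the deeper and shallower MH library and 72.7 and 86.8 in ML, a log2 fold change of 4.67 (standard error 0.84, adjusted p = 9.2e-06). *pcbAB* (BB341_RS07795), for the peptide synthase, had 3.81 (standard error 0.89, adjusted p = 0.00131) from the same test. The regulator gene *ccaR* (BB341_RS07775) had 12158 and 4658 in MH and 3406 and 1864 in ML, with 1.67 (standard error 0.88, adjusted p = 0.276), and was not called by the authors' values either. *pbpA* had 0.71 (standard error 0.57, adjusted p = 0.496) and *cmcT* (BB341_RS07735) 0.58 (standard error 0.55, adjusted p = 0.583), which did not pass. At 24 h the authors' table called 1 member and edgeR 0, with 2 at an unadjusted p under 0.05 and 1 by DESeq2. Without the deeper ML 48 h library edgeR called 0 members at 48 h and without the shallower one 1, with *cefE* at 4.43 and 4.70, and without the deeper MH library 8, with *pcbAB* at 2.68.

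**Figure D5:**
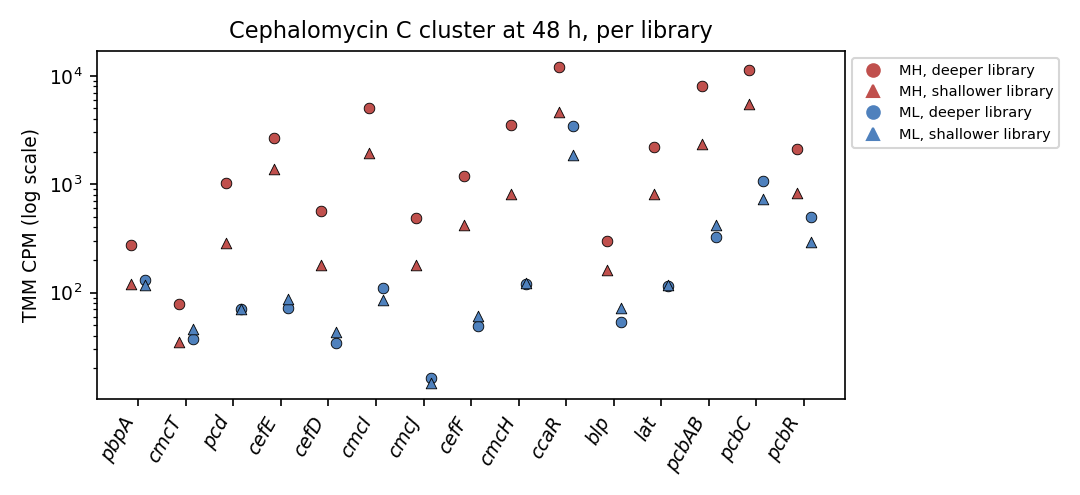
TMM CPM at 48 h (vertical axis, log scale) of the 15 genes of the cephalomycin C biosynthetic gene cluster, 1 point per library, with MH in red and ML in blue. *cefE* (BB341_RS07745) lies at 2673 and 1387 in MH and at 72.7 and 86.8 in ML, while *pbpA* (BB341_RS07730) lies at 273 and 121 in MH and at 129.8 and 118 in ML.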

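Pyruvate becomes valine through acetohydroxy acid synthase, encoded by BB341_RS06710 (chromosome 1740062 to 1740589) and BB341_RS06715, and lysine becomes α-aminoadipic acid through the products of *lat* (BB341_RS07790, 2015504 to 2016877) and *pcd* (BB341_RS07740, 2002036 to 2003574). At 48 h, *lat* had 2217 and 804 TMM CPM in the deeper and shallower MH library and 115 and 119 in ML, a log2 fold change of 3.70 (standard error 0.78, adjusted p = 2.5e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *pcd* had 1036 and 286 in MH and 70.3 and 70.3 in ML, with 3.25 (standard error 0.70, adjusted p = 3.3e-04). Without the deeper ML 48 h library the fold changes were 3.54 for *lat* and 3.10 for *pcd*, without the shallower one 3.60 and 3.12, and neither gene passed then. The authors' deposited table gives 3.75 (p = 0.00555) for *lat* and 3.28 (p = 0.0305) for *pcd*, both called. For BB341_RS06710, the authors' deposited table gives 4.16 (p = 0.505), over 2-fold but not called, while edgeR calls it with 4.03 (standard error 0.66, adjusted p = 7.5e-07) and DESeq2 with 4.14. Its edgeR value was 1.36 without the shallower MH 48 h library and 4.97 without the deeper one, and it did not pass without the deeper ML library, at 3.81. BB341_RS06715 has 1.90 (p = 0.785) in the authors' deposited table and 1.77 (standard error 0.59, adjusted p = 0.0514) by edgeR, called by neither, and 0.29 and 2.56 by edgeR without the shallower and the deeper MH 48 h library.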

The concentrations of the intracellular metabolites valine and α-aminoadipic acid, two precursors in cephalomycin C biosynthesis, were lower in MH medium than in ML medium (Fig. 6 and Table S1), and genes involved in converting pyruvate into valine and α-aminoadipic acid (such as BB341_RS06710, BB341_RS06715, *pcd*, and *lat*) were upregulated (Table S7). These results indicated that secondary metabolism in F613-1 was greatly influenced by organic nitrogen concentration.

### Supplementation with key amino acids promotes CA biosynthesis.

The above correlation analysis of metabolome and transcriptome data suggested that the concentrations of arginine, glutamine, and glutamic acid might directly affect CA biosynthesis in F613-1. To further evaluate their impact on CA fermentation, glutamine, glutamic acid, or arginine was added into ML and MH media to a final concentration of 0.05%. The CA concentration in F613-1 increased by about 3-fold in ML medium supplemented with any of the three amino acids at 120 h compared with that in ML medium. However, the effect of supplementation with arginine, glutamine, or glutamic acid on CA production in ML medium showed no statistical difference (Fig. 7A). The CA concentration in F613-1 increased by about 36% in MH medium supplemented with any of the three amino acids at 120 h compared with that in MH medium, and the impact of supplementation with arginine, glutamine, or glutamic acid on CA production in MH medium showed no statistical difference (Fig. 7B). In addition, the combination of arginine, glutamine, and glutamic acid could slightly increase CA production, but these differences were not statistically significant (Fig. 7). These results further indicate that supplementation of glutamine, glutamic acid, and arginine alone or a combination of these three amino acids could enhance CA biosynthesis.

**FIG 7:**
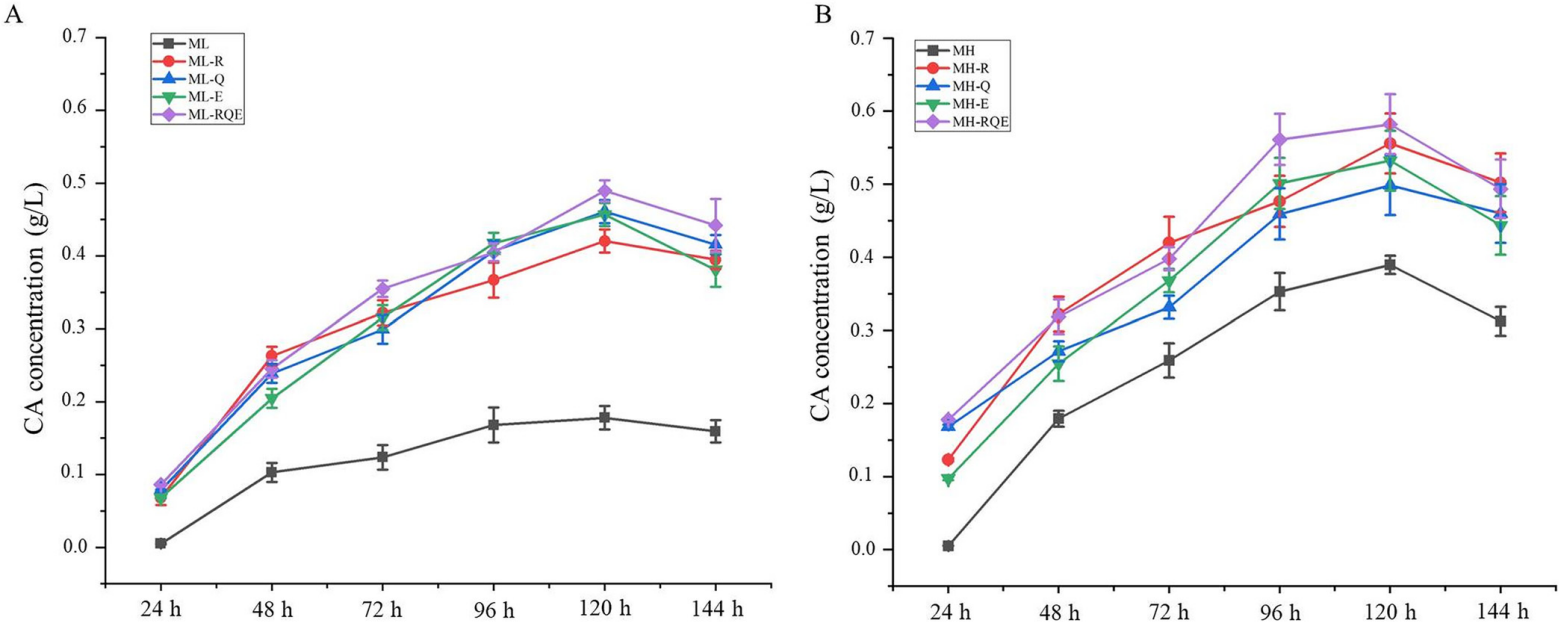
Effects of supplementation with arginine, glutamine, and glutamic acid on CA biosynthesis in F613-1. (A) Analysis of the changes in CA production in ML medium supplemented with 0.05% arginine (ML-R), 0.05% glutamine (ML-Q), 0.05% glutamic acid (ML-E), or a combination of 0.017% arginine, 0.017% glutamine, and 0.017% glutamic acid (ML-RQE). (B) Analysis of the changes in CA production in MH medium supplemented with amino acid as in ML medium. Data are the means ± SD of six separate experiments.

## DISCUSSION

*S. clavuligerus* is the main producer of CA (7). Many studies have reported that inorganic nitrogen sources, such as sodium nitrate, ammonium carbonate, ammonium chloride, and potassium nitrate, do not affect CA biosynthesis or only slightly affect it (29), whereas CA biosynthesis is enhanced by organic nitrogen sources, such as soy protein and soy flour, that provide abundant C-5 precursors through the urea cycle (9, 29–31). However, supplementation with various amino acids showed inconsistent effects on CA production (29, 32–34). In this study, we found that MH and ML media, which contain different levels of peptone from soybean but are otherwise identical, had different effects on CA biosynthesis, with the richer levels of organic nitrogen in MH medium resulting in enhanced CA production. Both transcriptome and metabolome data revealed that organic nitrogen affected arginine metabolism, with decreases in the concentration of arginine and its intermediates (argininosuccinic acid, citrulline and ornithine) and increases in the concentration of glutamine and glutamic acid in MH medium (Table S1). 

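Several genes on the way from glutamine to arginine were examined at 24 h as well. BB341_RS21935, for the β subunit of glutamate synthase, had 822 and 397 TMM CPM in the deeper and shallower MH library and 372 and 202 in ML, a log2 fold change of 1.00 (standard error 0.45, adjusted p = 0.35) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *otc* (BB341_RS04845) had 1.06 (standard error 0.55, adjusted p = 0.395) from the same test, and neither passed. In the authors' deposited table the fold changes at 24 h were 1.09 (p = 0.125) and 1.14 (p = 0.234), over 2-fold and not called. Without the deeper MH 24 h library the edgeR values were 0.48 and −0.08, and without the shallower one 1.53 and 1.83, which passed. At 96 h, *argR* (BB341_RS23965), the regulator gene in the arginine cluster, had 257 and 43.97 TMM CPM in MH and 23.03 and 25.1 in ML. Its log2 fold change was 2.56 (standard error 0.53, adjusted p = 0.00756) from edgeR, which passed. It was 0.79 without the deeper MH library, and 2.49 and 2.61 without the deeper and the shallower ML library. With a single library left in a condition, these values show the size only and not that the gene passes.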

Meanwhile, genes involved in converting glutamine into arginine were upregulated in MH medium (Table S5), indicating that high organic nitrogen may shift metabolism toward arginine synthesis, and then arginine may be used in large quantities to synthesize CA by providing the C-5 precursor for CA. Supplementation of ML medium with glutamic acid, arginine, or glutamine increased CA concentration in F613-1, further verifying that l-arginine is synthesized in the urea cycle, while l-glutamic acid and glutamine promote CA biosynthesis by fueling the urea cycle in the oxidative direction (31, 35). Overall, these data revealed that rich organic nitrogen or supplementation with glutamic acid, arginine, and glutamine can enhance CA production, and further illustrate that a constant supply of l-arginine is essential for CA biosynthesis.

G3P is the first C-3 precursor in CA biosynthesis (8, 9). Because glycerol acts as the C-3 provider, the addition of glycerol as well as glycerol trioleate can improve the production of CA in *S. clavuligerus* (9, 25, 29, 36). However, Lee and Ho reported that CA was not produced in medium with additional glycerol as the sole carbon source (37). Ives and Bushell also reported similar findings, with no CA production observed in glycerol-containing but carbon-limited medium (38). In this study, MH and ML media contained the same concentrations of dextrin and glycerol trioleate, carbon sources that did not appear to affect CA production under the tested conditions, as most of the intracellular carbohydrate content involved in the Embden-Meyerhof-Parnas pathway (EMP) and tricarboxylic acid cycle (TCA) was similar (Table S1). However, the intracellular glycerol content of F613-1 was higher in MH medium than in ML medium at 48 and 96 h (Fig. 3F), suggesting that glycerol might also be an important factor in the high CA yields in MH medium. Although Thakur et al. (39) reported that addition of glycerol or dextrin as a sole carbon source neither decreased nor improved CA production, it has also been reported that basal media containing glycerol exhibited higher maximum amounts of CA (9, 29), indicating that the role of glycerol in CA production requires further study.

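Glucose-6-phosphate isomerase (BB341_RS22350, chromosome 5500640 to 5502292), 6-phosphofructokinase (BB341_RS07190) and fructose-bisphosphate aldolase (BB341_RS15270) act in the EMP pathway. BB341_RS13605 and BB341_RS13695 are annotated as subunits of branched-chain alpha-keto acid dehydrogenases, and BB341_RS21120 as a subunit of a 2-oxoacid dehydrogenase. At 48 h, BB341_RS15270 had 3993 and 719 TMM CPM in the deeper and shallower MH library and 534 and 344 in ML, a log2 fold change of 2.43 (standard error 0.78, adjusted p = 0.0393) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.72 without the deeper MH library and 2.63 and 2.01 without the deeper and the shallower ML library, where it did not pass. BB341_RS13695 (3387586 to 3388713) had 1584 and 1289 in MH and 30.1 and 44.8 in ML at 24 h, with 5.20 (standard error 0.45, adjusted p = 0.00509). It was 4.87 without the deeper and 5.55 without the shallower ML library, where a single ML library shows the size only and not that the gene passes. For BB341_RS22350 at 48 h the same test gave 1.38 (standard error 0.67, adjusted p = 0.229) and the authors' deposited table 1.43 (p = 0.0323), which is called, and edgeR called it at 1.77 without the shallower MH library. BB341_RS07190 was not called by either, with 1.07 (p = 0.12) at 24 h and 1.14 (p = 0.221) at 48 h in the table of the authors. The authors' deposited table's values for BB341_RS13605 and BB341_RS21120 at 24 h were 1.13 (p = 0.129) and 1.30 (p = 0.544), and for BB341_RS22330 at 48 h 1.22 (p = 0.096), none of them called. BB341_RS22335 had log2 fold changes of −0.15 at 24 h and 0.18 at 48 h. Of the 16 genes that Table S6 lists from dextrin to acetyl-CoA, the authors' values called 1 higher at 24 h and 1 at 48 h, and edgeR 1 and 1. At 24 h that gene is BB341_RS13695 by both. It lies in a locus of 15 genes, BB341_RS13685 to BB341_RS13755, of which the authors' values called 11 higher in MH at 24 h.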

Although metabolites in the EMP and TCA pathways exhibited no obvious changes during the rapid stage of CA biosynthesis (Table S1), many genes involved in converting glucose into glycerate-3-phosphate (such as BB341_RS22350, BB341_RS07190, and BB341_RS15270) and in converting G3P into acetyl coenzyme A (such as BB341_RS13605, BB341_RS13695, BB341_RS22330, BB341_RS22335, and BB341_RS21120) were obviously upregulated at 24 and/or 48 h in MH medium compared with levels in ML medium (Table S6). 

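Glutamate synthase joins α-ketoglutaric acid and glutamine into glutamate. Its large subunit is encoded by BB341_RS21930 (chromosome 5389419 to 5393999) and its β subunit by BB341_RS21935 (5393992 to 5395452). BB341_RS21930 had 965 and 256 TMM CPM at 48 h in the deeper and shallower MH library and 273 and 235 in ML. BB341_RS21935 had 695 and 90.5 in MH and 143 and 98.9 in ML, a log2 fold change of 1.74 (standard error 0.62, adjusted p = 0.0769) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and −0.42 without the deeper MH library and 2.52 without the shallower one, where it passed. In the authors' deposited table it was 1.74 (p = 0.189). The shallower MH library thus lay at or near the level of ML in both genes, and neither was called by the authors' values, or by edgeR or DESeq2 on all libraries.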

Genes involved in converting α-ketoglutaric acid into l-glutamic acid (such as BB341_RS21930 and BB341_RS21935) were also upregulated during the rapid stage of CA biosynthesis in MH medium (Table S5). These results indicate that the addition of rich organic nitrogen may influence carbon source metabolism, further impacting CA synthesis. In addition, the genes BB341_RS06710 and BB341_RS06715, which are involved in converting pyruvate into valine, the precursor of cephalomycin C, were also upregulated in MH medium (Table S7). This complicated network of secondary metabolites suggests that the role of carbon sources in CA biosynthesis requires further study.

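Acetohydroxy acid synthase was read mainly in the shallower MH library at 48 h. BB341_RS06710, for its small subunit, had 60.8 and 739 TMM CPM in the deeper and shallower MH library and 19.98 and 27.3 in ML, a log2 fold change of 4.03 (standard error 0.66, adjusted p = 7.5e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the shallower MH library it was 1.36, and without the deeper ML library it did not pass, at 3.81. BB341_RS06715 (1740624 to 1742486), annotated as acetolactate synthase, had 98.5 and 472 in MH and 64.7 and 96.3 in ML, with 1.77 (standard error 0.59, adjusted p = 0.0514), and 0.29 without the shallower MH library and 2.56 without the deeper one, where it passed. The authors' deposited table gives 1.90 (p = 0.785) for this gene. At 24 h the fold changes were −0.45 (adjusted p = 0.613) and −0.21 (adjusted p = 0.803) from the same test.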

Both the biomass and CA production of F613-1 in MH medium were higher than that in ML medium (Fig. 1), which may lead to a nutrient shortage and result in the decreased CA biosynthesis rate in MH medium during fermentation at 96 to 144 h. Key genes involved in CA biosynthesis (especially *gcaS*, a gene responsible for converting CA into *N*-glycyl-clavaminic acid) are downregulated at 96 h in MH medium compared with that in ML medium (Table S4 and Fig. 4), which may be caused by nutrient deficiency at 96 h in MH medium. Additionally, the expression levels of key genes involved in glyoxylic acid cycle and gluconeogenesis were sharply decreased at 96 h in MH medium compared with those in ML medium (Table S6), consistent with the greater decrease in reducing sugar in MH medium (Fig. 1), suggesting that the reducing sugar starvation may occur and therefore result in decreased CA biosynthesis rate and constant CA concentration between 96 and 144 h in MH medium.

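*gcaS* (BB341_RS07885) is annotated as a biotin carboxylase. At 96 h it had 137 and 140.0 TMM CPM in the deeper and shallower MH library and 251 and 283 in ML, and its log2 fold change was −1.03 (standard error 0.24, adjusted p = 0.0143) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The authors' deposited table gives −0.99 (p = 4.7e-04), which is just under 2-fold. Among the 21 genes of the CA cluster at 96 h, 5 were above 0 and 16 below 0 on the log2 scale in that table. edgeR called 2 higher, *oat2* and *oppA1*, and 1 lower, *gcaS*. *oppA1* (BB341_RS07835) had 839 and 199.6 TMM CPM in MH and 149.8 and 164 in ML, with 1.64 (standard error 0.46, adjusted p = 0.032), and 0.26 without the deeper MH library, where it did not pass, and 2.33 without the shallower one. *cad* (BB341_RS07845) and *cas2* (BB341_RS07825) had −0.30 (standard error 0.24, adjusted p = 0.437) and −0.34 (standard error 0.33, adjusted p = 0.528), which did not pass. For *gcaS*, the fold change was −1.01 and −1.04 without the deeper and the shallower MH library, and −1.11 and −0.94 without those of ML. edgeR called 0 genes in all between the media without either of the ML 96 h libraries.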

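Isocitrate lyase opens the glyoxylic acid cycle, which lets cells build sugars from acetyl units, and phosphoenolpyruvate carboxykinase begins gluconeogenesis. Table S6 lists 8 genes of both routes. At 96 h, the median log2 fold change of MH against ML in the authors' deposited table was 0.02, within −0.80 to 1.77, with 4 genes above 0 and 4 below 0 and 0 called. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1 higher and 0 lower, with 1 at an unadjusted p under 0.05, and DESeq2 called 1. At 48 h, 5 were called higher by the authors' values and 3 by edgeR, 6 when adjusted over the list alone. From 48 to 96 h, 5 of 8 were called lower in MH (median −3.54) and 4 of 8 in ML (median −0.96) in the authors' tables. Below 0 on the log2 scale were 8 in MH and 5 in ML. Isocitrate lyase (BB341_RS28800, plasmid 246096 to 247406) had 10366 and 9518 TMM CPM in the deeper and shallower MH library and 56.3 and 46.02 in ML at 48 h, a log2 fold change of 7.60 (standard error 1.14, adjusted p = 3.8e-08), and 7.66 without the deeper ML library, where it did not pass. At 96 h it had 56.3 and 65.8 in MH and 53.98 and 55.1 in ML, with 0.08 (standard error 0.21, adjusted p = 0.841). Phosphoenolpyruvate carboxykinase (BB341_RS09375, chromosome 2401543 to 2403408) had 359.8 and 181 in MH and 124 and 165 in ML at 96 h, with 0.82 (standard error 0.31, adjusted p = 0.0943) from the same test, and 0.25 without the deeper MH library and 1.24 without the shallower one, where it passed.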

GlnR is reported to activate nitrogen-assimilation genes under nitrogen-limiting conditions in *Streptomyces* (40, 41). The developmental regulator MtrA was reported to repress nitrogen-assimilation genes in nitrogen-rich media and compete with GlnR for binding to GlnR boxes in Streptomyces coelicolor (42). 

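The genes *glnR* (BB341_RS12660, chromosome 3140374 to 3141141) and *mtrA* (BB341_RS18105, 4465662 to 4466471) encode regulators of nitrogen metabolism. *glnR* had 139.5 and 166 TMM CPM in the deeper and shallower MH library and 135 and 94.2 in ML at 24 h, and 82.7 and 80.03 against 42.4 and 57.4 at 96 h. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change was 0.34 (standard error 0.37, adjusted p = 0.676) at 24 h, 0.67 (standard error 0.54, adjusted p = 0.493) at 48 h and 0.63 (standard error 0.21, adjusted p = 0.0695) at 96 h. The authors' deposited table gives 0.65 (p = 0.0235) at 96 h, under 2-fold. *mtrA* was read at 58.4 and 61.01 TMM CPM in MH and 27.1 and 58.3 in ML at 24 h. Its fold change was 0.43 (standard error 0.51, adjusted p = 0.708), −0.24 (standard error 0.64, adjusted p = 0.862) and 0.51 (standard error 0.26, adjusted p = 0.219) at the 3 times, and neither gene passed the test at any time.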

In this study, the transcriptome data revealed that expression of both *glnR* and *mtrA* was not affected in MH medium compared with that in ML medium at 24, 48, and 96 h in F613-1 (Table S5). 

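Over time in MH, *glnR* (BB341_RS12660) had 195 and 80.4 TMM CPM at 48 h in the deeper and shallower library, with a log2 fold change against 24 h of −0.05 (standard error 0.61, adjusted p = 0.985) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From 48 to 96 h it was −0.70 (standard error 0.44, adjusted p = 0.335). *mtrA* (BB341_RS18105) had 30.3 and 10.1 at 48 h and 33.5 and 30.9 at 96 h, and its fold change from 48 to 96 h was 0.53 (standard error 0.51, adjusted p = 0.531). None of these passed, and without the shallower MH 48 h library *glnR* passed from 48 to 96 h, at −1.26.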

The expression trends of both *glnR* and *mtrA* were decreased during the time evolution of the fermentation in MH medium (Table S2), but these differences were not statistically significant. The expression trend of *mtrA* was slightly decreased during the time evolution of the fermentation in MH medium (Table S2), and these differences were not statistically significant. 

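For *mtrA* (BB341_RS18105) in MH, the authors' deposited tables give a log2 fold change of −1.58 (p = 0.451) from 24 to 48 h and −0.95 (p = 0.359) from 24 to 96 h. edgeR's quasi-likelihood test on the recovered reads gave −1.32 (standard error 0.76, adjusted p = 0.487) and −0.90 (standard error 0.36, adjusted p = 0.113) after Benjamini-Hochberg adjustment. In ML, *mtrA* went from 27.1 and 58.3 TMM CPM at 24 h to 24.2 and 18.2 at 96 h, and edgeR gave −0.87 (standard error 0.36, adjusted p = 0.048) there, and −1.41 without the deeper ML 24 h library, where it passed, and −0.30 without the shallower one. On reads scaled by library size alone, without TMM, the fold change in ML was 1.11, where the median gene stood at 2.16. That scaling moves all genes nearly alike, so the place of *mtrA* below the median gene is kept by construction.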

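The step of *glnR* (BB341_RS12660) from 24 to 96 h was tested in each medium. In MH, the authors' deposited table gives a log2 fold change of −0.97 (p = 0.404), and −0.17 (p = 0.700) from 24 to 48 h. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the change from 24 to 96 h in MH was −0.92 (standard error 0.32, adjusted p = 0.0834), which did not pass, and −1.04 without the deeper MH 24 h library, which did. In ML, the authors' deposited table gives −0.41 (p = 0.189) from 24 to 48 h and −1.23 (p = 0.00173) from 24 to 96 h. There, *glnR* went to 109 and 71.8 TMM CPM at 48 h, and edgeR gave −1.18 (standard error 0.26, adjusted p = 2.0e-04) from 24 to 96 h, a decrease that passed, and −0.89 without the deeper ML 24 h library, which did not. On reads scaled by library size alone, without TMM, that value was 0.80 and the median gene stood at 2.16. All genes move nearly alike under that scaling, so the place of *glnR* below the median gene is kept by construction.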

The expression level of *glnR* was slightly decreased at 48 h (*P = *0.1891), but significantly decreased at 96 h (*P = *0.0017) in MH medium (Table S2). However, how the nitrogen metabolism genes are regulated and how the nitrogen metabolism affects CA biosynthesis require further study.

In conclusion, our findings indicate that optimization of organic nitrogen, arginine, glutamic acid, and glutamine levels can improve CA yields, which may be beneficial in industrial production. Additionally, given the importance of arginine metabolism in CA production, it may also be possible to genetically target arginine-associated pathways to engineer strains of *S. clavuligerus* with improved CA yields.

## MATERIALS AND METHODS

### Bacterial strains and media.

*S. clavuligerus* F613-1, an industrial strain for CA production (43, 44), was used in this study. Three types of culture medium were used in this study. Seed medium contained 2.0% peptone from soybean, 0.5% yeast extract, 1% soluble starch, and 0.08% dipotassium hydrogen phosphate, at pH 7.1. MH fermentation medium contained 0.8% peptone from soybean, 0.1% dextrin, 0.08% (vol/vol) glycerol trioleate, 0.15% potassium chloride, 0.1% magnesium chloride hexahydrate, 0.2% dipotassium hydrogen phosphate, 0.04% calcium chloride dihydrate, 0.008% ferric chloride hexahydrate, 0.001% zinc chloride, 0.018% sodium chloride, and 0.8% morpholinepropanesulfonic acid, at pH 7.1. The ML fermentation medium was identical to the MH medium except that it had a lower content of peptone from soybean: 0.4% instead of 0.8%.

### Fermentation conditions and sample treatment.

For F613-1 spore cultivation, CA fermentation was performed as described previously (25, 45). In brief, F613-1 spores (1 × 10^6^ CFU) were inoculated into 50 mL SCZ seed medium in 250-mL Erlenmeyer flasks and then cultured at 25°C with shaking at 200 rpm for 48 h to obtain seed cultures. Next, 2.5-mL seed cultures were centrifuged at 5,000 rpm to collect the mycelia, which were then transferred to 60 mL MH or ML medium in 250-mL Erlenmeyer flasks and grown at 25°C, with shaking at 200 rpm. Each fermentation experiment was repeated six times.

For analysis of CA, biomass, and reducing sugar concentration, 1-mL samples of fermentation liquid were collected at 24, 48, 72, 96, 120 and 144 h, and centrifuged at 5,000 rpm to collect the supernatant and pellets.

For detection of intracellular metabolites, 5-mL samples of fermentation liquid were harvested at 24, 48, and 96 h and centrifuged at 5,000 rpm to collect the mycelia, which were then transferred into new 2-mL tubes and washed three times with phosphate-buffered saline. The tubes were immediately immersed in liquid nitrogen and then frozen at −80°C until further analysis using ultra-high-performance liquid chromatography coupled with Q Exactive mass spectrometry (UHPLC-QE-MS) and ultra-high-performance liquid chromatography-quadrupole time-of-flight mass spectrometry (UHPLC-QTOF-MS). Six independent samples were prepared for each treatment.

To detect the transcriptome, 8-mL samples of fermentation liquid were harvested at 24, 48, and 96 h and centrifuged at 5,000 rpm to collect the mycelium, which was immediately immersed in liquid nitrogen and then frozen at −80°C. Three independent samples were prepared for each treatment.

### Analysis of CA and biomass.

CA concentration in the fermentation supernatants and the biomass in the fermentation broth at different time points from MH and ML fermentation were measured as previously described (25).

### Determination of the reducing sugar concentration.

The fermentation supernatants, harvested at different time points from MH and ML fermentation, were filtered using a 0.22-μm membrane. The reducing sugar concentrations in the fermentation supernatants were determined using the Reducing Sugar Content Assay kit (Boxbio, China).

### Intracellular metabolite extraction.

Intracellular metabolites were extracted using previously described methods (46) with some modifications. For the extractions, each liquid nitrogen-quenched sample was homogenized using a Beadbug homogenizer (Benchmark Scientific, NJ, USA). Next, 400 μL extraction solution (methanol:acetonitrile = 1:1 [vol/vol], including an isotope-labeled internal standard mixture), was added into each sample, followed by vortexing for 30 s, ultrasonication for 10 min in an ice water bath, standing for 1 h at −40°C, and then centrifugation at 4°C, 12,000 rpm for 15 min. Finally, the supernatants were collected for UHPLC-QE-MS detection.

### UHPLC-QE-MS detection for intracellular metabolites.

UHPLC-QE-MS detection for intracellular metabolites was performed by Biotree Biomedical Technology Co., Ltd. (Shanghai, China), using a UHPLC system (Vanquish, Thermo Fisher Scientific, MA, USA) with a UPLC ethylene bridged hybrid (BEH) amide column (2.1 × 100 mm, 1.7 μm) coupled to a Q Exactive HFX mass spectrometer (Orbitrap MS, Thermo Fisher Scientific). Mobile phase A (25 mmol/L ammonium acetate and 25 mmol/L ammonia hydroxide in water [pH 9.75]) and mobile phase B (100% acetonitrile) were used for both electrospray ionization (ESI) positive and negative modes. The ESI source conditions were set as follows: sheath gas flow rate, 30 Arb; aux gas flow rate, 25 Arb; capillary temperature, 350°C; full MS resolution, 60,000; tandem mass spectrometry (MS/MS) resolution, 7,500; collision energy, 10/30/60 in NCE mode; and spray voltage, 3.6 kV (positive) or −3.2 kV (negative).

### Intracellular lipidome metabolite extraction.

Each liquid nitrogen-quenched sample was transferred into a 280-μL solution of water:methanol (5:2). Each sample was homogenized at 35 Hz for 4 min and ultrasonicated for 5 min in an ice-water bath; both the homogenization and ultrasonication cycles were repeated three times. Equivalent amounts of homogenate based on weight were taken, and water was added to give a final volume of 280 μL. Next, 400 μL methyl tert-butyl ether was added to each sample, followed by vortexing for 60 s and sonication for 10 min in an ice-water bath. Samples were incubated at −40°C for 1 h and centrifuged at 3,000 rpm for 15 min at 4°C, and 350 μL of each supernatant was transferred to a fresh tube and dried in a vacuum concentrator at 37°C. The dried samples were reconstituted in 100 μL solution (dichloromethane:methanol = 1:1) by sonication on ice for 10 min. The reconstituted samples were then centrifuged at 4°C at 13,000 rpm for 15 min, and 75 μL supernatant was transferred to a fresh glass vial for UHPLC-QTOF-MS analysis.

### UHPLC-QTOF-MS for intracellular lipidome metabolites.

UHPLC-QTOF-MS detection of intracellular lipidome metabolites was performed by Biotree Biomedical Technology Co., Ltd. (Shanghai, China), using a 1290 Infinity series UHPLC System (Agilent Technologies, CA, USA), equipped with a Kinetex C_18_ column (2.1 × 100 mm, 1.7 μm, Phenomenex, CA, USA). Mobile phase A was 40% water, 60% acetonitrile, and 10 mmol/L ammonium formate; and mobile phase B was 10% acetonitrile, 90% isopropanol, and 0.5 mmol/L ammonium formate. The elution gradient was set as follows: 0 ~ 12.0 min, 40% ~ 100% B; 12.0 ~ 13.5 min, 100% B; 13.5 ~ 13.7 min, 100% ~ 40% B; 13.7 ~ 18.0 min, 40% B. The column temperature was 45°C and the auto-sampler temperature was 4°C. The injection volume was 2 μL (positive mode ESI-MS/MS) or 6 μL (negative mode ESI-MS/MS). A TripleTOF mass spectrometer was used for its ability to acquire MS/MS spectra on an information-dependent basis during a liquid chromatography-mass spectrometry (LC/MS) experiment.

### Data preprocessing and statistical analysis.

The raw data from UHPLC-QE-MS were converted to the mzXML format using ProteoWizard and processed with an in-house program for peak detection, extraction, alignment, and integration. Next, an in-house MS2 database (BiotreeDB) was applied for metabolite annotation. The cutoff for annotation was set at 0.3 (Biotree, China).

The raw data files (.wiff format) from UHPLC-QTOF-MS were converted to files in mzXML format using the ‘msconvert’ program from ProteoWizard. Peak detection was first applied to the MS1 data. The CentWave algorithm in XCMS was used for peak detection, with the MS/MS spectra, and lipid identification was achieved through a spectral match using an in-house MS/MS spectral library (Biotree, China).

Statistical analysis was performed as previously described (47). Supervised OPLS-DA was carried out to visualize group separation and find significantly changed metabolites. Furthermore, the values for VIP of the first principal component in OPLS-DA analysis were obtained, and metabolites with a VIP of >1 and *P* < 0.05 (Student’s *t* test) were selected as the key metabolites.

### Transcriptome sequencing and analysis.

Total RNA of each sample was extracted and treated according to the recommended protocols (25). The transcriptome was sequenced using a HiSeq 3000 sequencer (Illumina, CA, USA) and preliminarily analyzed at Biotree Corporation (Shanghai, China). The expression level of each gene was normalized by the number of reads per kilobase per million mapped reads. The differentially expressed genes were selected using the DESeq program the parameters |log2FoldChange| > 1 and *P* < 0.05. 

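At these thresholds, the authors' deposited tables call 282 genes between the media at 24 h (107 higher and 175 lower in MH), 327 at 48 h (260 and 67) and 454 at 96 h (345 and 109). With the tables' adjusted p-values in place of the unadjusted ones, 20, 17 and 279 genes pass. edgeR on the recovered reads called 14 genes at 24 h (11 higher, 3 lower) of 5641 tested, 336 at 48 h (260 and 76) of 5935 and 439 at 96 h (368 and 71) of 6035, and 770, 1156 and 523 at an unadjusted p under 0.05. Of these calls, 14, 210 and 368 were shared with the authors' calls. DESeq2 called 166 (141 higher and 25 lower), 304 (272 and 32) and 459 (393 and 66). On reads scaled by library size alone, edgeR called 18 higher and 14 lower at 24 h, 145 and 382 at 48 h, and 113 and 1074 at 96 h. The split between higher and lower thus depends on the tool and the scaling. Over time in MH, the authors' tables call 244 genes from 24 to 48 h, 938 from 24 to 96 h and 349 from 48 to 96 h, and edgeR called 106, 1252 and 304. In ML the authors' tables call 985, 1484 and 667, and edgeR called 1133, 1862 and 701. Single libraries decide many of these numbers. Between the media, edgeR called 404 genes without the deeper and 1233 without the shallower MH library at 24 h, 145 and 1525 at 48 h, and 414 and 698 at 96 h. Without the deeper or the shallower ML library it called 0 and 0 at 24 h, 1 and 14 at 48 h, and 0 and 0 at 96 h. Among the genes called by both at 48 h is *bls2* (BB341_RS07815), at 4.40 (p = 0.00998) in the authors' deposited table and 4.36 (standard error 0.78, adjusted p = 7.3e-06) from edgeR, and it did not pass without the deeper ML library (4.27) or the shallower one (4.18).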

GO (Gene Ontology, http://geneontology.org/) and KEGG (Kyoto Encyclopedia of Genes and Genomes, http://www.kegg.jp/) analyses were performed to construct the pathway associated with CA biosynthesis.

### Verification of the effect of key metabolites on CA production.

Spores of F613-1 were inoculated into seed medium and then cultured at 25°C, 200 rpm, for 48 h to obtain seed cultures. Aliquots of the seed cultures were transferred to the following media (i): ML-R, containing ML fermentation medium and 0.05% arginine; (ii) ML-Q, containing ML fermentation medium and 0.05% glutamine; (iii) ML-E, containing ML fermentation medium and 0.05% glutamic acid; (iv) ML-RQE, containing ML fermentation medium and 0.017% arginine, 0.017% glutamine, and 0.017% glutamic acid; (v) MH-R, containing MH fermentation medium and 0.05% arginine; (vi) MH-Q, containing MH fermentation medium and 0.05% glutamine; (vii) MH-E, containing MH fermentation medium and 0.05% glutamic acid; and (viii) MH-RQE, containing MH fermentation medium and 0.017% arginine, 0.017% glutamine, and 0.017% glutamic acid. The CA yields from the fermentation broth were measured at 24, 48, 72, 96, 120, and 144 h using HPLC as indicated in the fermentation experiments described above. All statistical analyses were performed using GraphPad Prism 9.0 software.

### Real-time quantitative PCR analysis.

Real-time quantitative PCR assays were performed as previously described (48) with some modifications. Mycelia of *S. clavuligerus* F613-1 were harvested from MH and ML fermentation liquid at 24, 48, and 96 h and rapidly frozen in liquid nitrogen, and then total RNA was extracted using a Bacteria Total RNA Isolation kit (Sangon Biotech, Shanghai, China). To remove the residual chromosomal DNA, total RNA samples were treated with RNase-free DNase I (Sigma-Aldrich, MO, USA). Next, the cDNAs were synthesized using random hexamer primers (Sigma-Aldrich), M-MLV reverse transcriptase (Invitrogen), and deoxynucleoside triphosphates (Sigma-Aldrich). RT-qPCR assays were performed on the Roche LightCycler 480 using SYBR Premix *Ex Taq* kit (TaKaRa Bio, Japan). Relative quantities of cDNA were normalized to the amounts of 16S rDNA. For RT-qPCR assays, experiments were conducted in three independent replications. Primers used for RT-qPCR are listed in Table S8 in the supplemental material. Statistical analyses were performed using GraphPad Prism 9.0 software.

### Data availability.

Transcriptomic data have been assigned the GEO accession number GSE211765. Metabolomics data have been deposited to the EMBL-EBI MetaboLights database with the identifier MTBLS5744.

# Supplementary material for: Rich Organic Nitrogen Impacts Clavulanic Acid Biosynthesis through the Arginine Metabolic Pathway in Streptomyces clavuligerus F613-1
**Source:** Microbiol Spectr. 2022 Dec 14;11(1):e02017-22. doi: 10.1128/spectrum.02017-22
**Supplement:** Supplemental file 1 — Supplemental material. Download spectrum.02017-22-s0001.pdf, PDF file, 0.5 MB

Supplementary Material

Rich organic nitrogen impacts clavulanic acid biosynthesis through the arginine metabolic pathway in *Streptomyces clavuligerus* F613-1

Jiafang Fu ^{a,b}, Xinru Xie ^a, Shaowei Zhang ^a, Ni Kang ^a, Gongli Zong ^{a,b}, Peipei Zhang ^{a,b},

Guangxiang Cao ^{a,b#}

Table S1 Comparison of intracellular metabolites concentration in MH and ML medium.

Metabolites	Growth phase (24 h)		Growth phase (48 h)		Growth phase (96 h)	
	ML/MH ^a	VIP ^b	ML/MH ^a	VIP ^b	ML/MH ^a	VIP ^b
**EMP**						
Glucose 6-phosphate	7.25/6.10	0.38	8.11/7.19	0.42	8.31/14.81	1.00
Pyruvate	7.81/8.89	0.58	5.47/8.03	1.31	6.97/3.85	1.03
**TCA**						
L-Malic acid	11.97/8.00	0.71	23.42/17.76	0.55	44.30/129.02	1.05
Succinic acid	14.61/14.63	0.20	13.79/15.89	0.98	16.12/11.74	1.16
α -Ketoglutaric acid	19.18/20.07	0.43	27.05/21.48	0.80	39.86/54.42	1.13
**Lipids**						
TG	1135.82/1842.93	1.42	1165.82/2060.24	1.49	1164.83/1815.89	1.10
DG	83.53/264.66	1.52	97.35/146.32	1.23	50.95/154.48	1.61
MG	5.60/7.56	1.23	7.01/4.77	0.94	11.81/6.29	1.36
Oleic acid	2705.65/2453.84	0.46	2129.49/2340.76	0.95	1484.87/1184.68	0.58
Glycerol	3.54/3.71	0.12	3.99/6.94	1.59	2.90/3.43	1.12
**Amino acids**						
L-Arginine	48.07/26.41	1.21	65.58/46.64	1.27	49.18/33.26	1.24
L-Glutamic acid	68.24/72.87	1.16	59.62/67.32	0.53	82.80/46.43	1.05
L-Glutamine	617.29/643.05	0.67	736.18/1013.73	1.54	1140.53/1293.58	0.97
L-Lysine	19.19/14.91	1.00	24.69/17.92	0.96	25.27/39.31	1.03
L-Valine	1365.26/1250.88	0.54	1533.78/1151.41	1.27	1446.53/1879.56	1.09
L-Aspartic acid	258.74/249.34	0.12	385.63/253.31	1.15	344.16/508.72	1.12
L-Asparagine	155.15/112.79	0.87	191.25/121.10	1.16	135.43/186.80	1.14
Argininosuccinic acid	0.90/0.56	1.21	2.86/1.54	1.20	6.52/5.91	0.17
Ornithine	2.10/1.07	1.41	6.725/4.68	1.19	7.58/20.37	1.53
N-Acetylornithine	4.78/5.90	0.60	3.13/3.86	0.66	12.24/3.45	0.91
Citrulline	2.73/1.90	1.50	5.20/3.55	0.55	11.93/10.83	0.42
N-Acetylglutamic acid	15.01/17.81	1.29	7.99/15.93	1.72	28.49/17.14	1.19
**Others**						
Terephthalic acid	23.07/29.13	1.45	17.63/22.21	0.82	17.36/12.31	0.84
gamma-Aminobutyric acid	430.49/815.96	1.77	117.93/123.22	0.22	101.78/76.24	1.10
α -aminoadipic acid	6.97/13.78	1.77	31.85/12.84	1.42	60.61/130.41	1.18
Diaminopimelic acid	8.36/12.10	1.39	5.17/16.55	1.49	22.64/31.77	0.86

Note: This table contained data from UHPLC-QE-MS (negative), UHPLC-QE-MS (positive), and UHPLC-QTOF-MS (positive).

^a The concentration of metabolites was presented by their relative abundance as the average of six independent experiments. ^b Variable Importance in the Projection (VIP) scores, metabolites with VIP score > 1 were considered as the key metabolite closely related to CA production.

Table S2 Comparison of the transcriptional level of genes at different time points in MH medium.

	

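Table S2 prints log2 fold changes in MH for 57 genes at 48 h against 24 h, 96 h against 24 h and 96 h against 48 h. The values come from the authors' comparisons with DESeq, in which a negative number means a lower level at the later time. Of 171 printed values, 147 equal those in the authors' deposited tables within rounding. The genes include *oat1* (BB341_RS29475, plasmid 414929 to 416074), whose level in MH was 460.1 and 527 TMM CPM at 24 h in the deeper and shallower library, 974 and 367 at 48 h and 47.01 and 38.5 at 96 h. Its log2 fold change from 48 to 96 h was −3.84 (standard error 0.57, adjusted p = 0.00525) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For *cvm5* (BB341_RS13965), the deposited tables hold −1.04, −6.63 and −5.56 for the 3 comparisons.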

log2Fold Change ratio			
genes	MH48/MH24	MH96/MH24	MH96/MH48	Description
CA biosynthetic gene cluster				
ceaS2	-0.324649177	-5.533093947	-5.183900668	Carboxyethylarginine synthase
bls2	0.062921499	-4.197252054	-4.245823245	conserved hypothetical protein
pah2	0.203722879	-4.79564716	-4.987110522	proclavamate amidino hydrolase, PAH
gas2	0.241441695	-4.749810993	-4.968983253	Clavamate synthase 2
oat2	0.392904738	-2.024568446	-2.399144279	Glutamate N-acetyltransferase 2 beta chain
oppA1	-0.192070544	-2.992050628	-2.787340039	ABC-type dipeptide transport system,<br>periplasmic component
claR	-1.695896373	-3.58824332	-1.879779805	conserved hypothetical protein
cad	-0.998754081	-4.806246741	-3.78101082	conserved hypothetical protein
cyp450	-0.976561228	-3.208422186	-2.204467432	cytochrome P450-SU2
fd	-0.504735822	-3.785264398	-3.227587556	Ferredoxin
Orf12	-0.770387108	-4.010445574	-3.209011829	unknown
Orf13	-0.466318774	-2.003222213	-1.481320496	conserved hypothetical protein
Orf14	0.362173514	-2.426803733	-2.770468426	conserved hypothetical protein
oppA2	0.393862529	-3.20878078	-3.5633271	ABC-type dipeptide transport system,<br>solute-binding protein
Orf16	0.120960691	-3.450872789	-3.541757716	conserved hypothetical protein
gcaS	-0.243832548	-4.330900184	-4.059483853	biotin carboxylase
pbps	-0.393690134	-1.450479041	-1.029191263	penicillin-binding protein PBP
pbps	0.170352247	-0.611536293	-0.75249859	Penicillin-binding protein
cyp	-0.313969407	0.559981583	0.900016756	cytochrome P450 hydroxylase
cagS	-0.60477741	-0.605015616	0.008967954	ATPase domain-containing protein
cagR	1.631724893	1.694900945	0.081065767	two-component system response regulator
paralogue gene cluster				
ceaS1	-0.278320191	-5.236610103	-4.920054002	carboxyethyl arginine synthase isoenzyme 1
bls1	-0.377882692	-5.731199049	-5.329627348	Beta-lactam synthetase isoenzyme 1
pah1	-0.518511797	-6.137579996	-5.596842328	proclavamate amidinohydrolase 1
oat1	0.425859077	-3.586541501	-3.999828325	Probable glutamate N-acetyltransferase 1
clavam gene cluster				
cvmG	2.259261732	2.085888941	-0.059770029	hypothetical protein
cvmP	-1.628063819	-4.687960038	-3.046477495	putative protein-arginine deiminase
cvmH	1.972825676	1.112121685	-0.74828356	LanU-like protein
cvm13	0.53429108	-0.787073163	-1.304174614	Beta-aspartyl-peptidase
cvm7	-1.785826951	-1.759015205	-0.960573926	DnrI/RedD/AfsR-family transcriptional<br>regulator
cvm3	-4.881498971	-5.187752832	-2.526651011	flavin reductase-like protein
cvm2	-5.454903722	-5.166361686	-3.744831749	Hypothetical protein
cvm1	-4.462887356	-4.048234579	-1.756108608	Aldo/keto reductase
cas1	-2.104899334	-2.982986552	-3.631037819	Clavamate synthase 1

<i>cvm4</i>	-5.895257195	-5.20240858	-2.771700275	Alpha/beta hydrolase
				Flavin-dependent oxidoreductase,
<i>cvm5</i>	-6.630947728	-5.559162274	-3.671693282	F420-dependent
				methylene-tetrahydromethanopterin
				reductase
<i>cvm6</i>	-3.8297128	-1.405779568	0.218604782	Putative pyridoxal phosphate-dependent
				aminotransferase
**Arginine biosynthesis gene cluster**				
<i>argJ</i>	0.53307611	-2.594956429	-3.089751189	arginine biosynthesis bifunctional protein
				argJ
<i>argB</i>	0.706310661	-2.273770535	-2.948126301	acetylglutamate kinase
<i>argC</i>	0.770381426	-1.330607117	-2.082800202	N-acetyl-gamma-glutamyl-phosphate
				reductase
<i>argD</i>	0.881695216	-2.513775636	-3.366300001	acetylornithine aminotransferase
BB341_RS04845	-0.327186056	-2.819320041	-2.460065623	Ornithine carbamoyltransferase
<i>argR</i>	0.748822091	-2.553193257	-3.279076515	arginine repressor
<i>argG</i>	-0.175474746	-3.065670073	-2.861478545	Argininosuccinate synthase
<i>argH</i>	0.091623665	-3.126081438	-3.183020841	argininosuccinate lyase
BB341_RS26850	-2.393983324	-2.281831269	0.136720419	conserved hypothetical protein
BB341_RS09920	1.414333258	0.977975875	-0.404619156	Putative ornithine aminotransferase
**Nitrogen-assimilation regulating genes**				
gene-BB341_RS12660	-0.166353	-0.968822	-0.787555	transcriptional regulatory protein GlnR
(<i>glnR</i>)				
gene-BB341_RS18105	-1.582546	-0.94684	0.6466482	DNA-binding response regulator MtrA
(<i>mtrA</i>)				
**Key genes involved in glyoxylic acid cycle and gluconeogenesis**				
BB341_RS28800	7.06557453	-0.33177041	-7.378360769	Isocitrate lyase
BB341_RS28805	5.30752461	0.865655253	-4.42211839	Malate synthase
BB341_RS03955	3.38173010	1.320714347	-2.048584246	Malate synthase
BB341_RS09375	2.88502592	-1.870553666	-4.776907211	phosphoenolpyruvate carboxykinase
BB341_RS08985	1.63103971	-1.048884908	-2.659692474	fructose 1,6-bisphosphatase II
BB341_RS08395	-1.0707528	-1.656750232	-0.570597353	fructose-1,6-bisphosphatase
BB341_RS14335	0.05673254	-0.464160468	-0.4244792492	Sugar phosphatase
BB341_RS28280	0.091853062	-4.981771072	-5.037702203	Phosphoenolpyruvate synthase

Note: Red lettering indicates up-regulated genes. Green lettering indicates down-regulated genes.

Table S3 Comparison of the transcriptional level of genes at different time points in ML medium.

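Table S3 gives the same 57 genes and comparisons in ML. Of its 171 values, 169 equal those in the authors' deposited tables within rounding. *oat1* (BB341_RS29475) had 602 and 489.8 TMM CPM at 24 h in the deeper and shallower ML library, 281 and 167 at 48 h and 32.2 and 31.2 at 96 h. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave a log2 fold change of −1.29 (standard error 0.37, adjusted p = 0.00447) from 24 to 48 h and −2.71 (standard error 0.32, adjusted p = 1.7e-11) from 48 to 96 h. For BB341_RS14335, the deposited tables hold log2 fold changes of 0.26 from 24 to 96 h and 0.33 from 48 to 96 h, and edgeR gave 0.30 (standard error 0.32, adjusted p = 0.47) for the first of these.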

genes	log2Fold Change ratio			Description
	ML48/ML24	ML96/ML24	ML96/ML48	
CA biosynthetic gene cluster				
<i>ceaS2</i>	-4.480077236	-4.588318466	-0.110290942	Carboxyethylarginine synthase
<i>bls2</i>	-3.416110496	-3.283903484	0.128228637	conserved hypothetical protein
<i>pah2</i>	-3.508103426	-3.741355686	-0.237460113	proclavamate amidino hydrolase, PAH
<i>gas2</i>	-3.573609147	-3.733566961	-0.163944404	Clavamate synthase 2
<i>oat2</i>	-0.208732464	-5.283404887	-5.081331214	Glutamate N-acetyltransferase 2 beta chain
<i>oppA1</i>	-0.849270478	-3.88229129	-3.035741061	ABC-type dipeptide transport system,<br>periplasmic component
<i>claR</i>	-1.712962049	-1.541225353	0.171591789	conserved hypothetical protein
<i>cad</i>	-3.846505341	-3.225918961	0.619925819	conserved hypothetical protein
<i>cyp450</i>	-1.989227574	-1.399144572	0.59145995	cytochrome P450-SU2
<i>fd</i>	-3.650444951	-2.325075123	1.328816238	Ferredoxin
<i>Orf12</i>	-2.845294898	-2.213323045	0.631223623	unknown
<i>Orf13</i>	-0.753029516	-0.732933704	0.02343436	conserved hypothetical protein
<i>Orf14</i>	-1.583915254	-0.794060939	0.791334157	conserved hypothetical protein
<i>oppA2</i>	-2.898374771	-1.585054817	1.313389867	ABC-type dipeptide transport system,<br>solute-binding protein
<i>Orf16</i>	-3.452734145	-2.230792056	1.22156962	conserved hypothetical protein
<i>gcaS</i>	-3.312779136	-2.091872393	1.219954858	biotin carboxylase
<i>pbps</i>	-1.330059243	-1.589660891	-0.263036685	penicillin-binding protein PBP
<i>pbps</i>	-0.520125305	-0.935543902	-0.418871682	Penicillin-binding protein
<i>cyp</i>	0.767507785	1.195483835	0.426979773	cytochrome P450 hydroxylase
<i>cagS</i>	-0.271654752	-0.496791865	-0.225664891	ATPase domain-containing protein
<i>cagR</i>	0.628467682	0.865041817	0.230912167	two-component system response regulator
paralogue gene cluster				
<i>ceaS1</i>	-2.291090007	-6.14166493	-3.857979876	carboxyethyl arginine synthase isoenzyme 1
<i>bls1</i>	-2.776997903	-6.64004797	-3.868884756	Beta-lactam synthetase isoenzyme 1
<i>pah1</i>	-2.714625351	-6.698780623	-3.992392402	proclavamate amidinohydrolase 1
<i>oat1</i>	-1.352455205	-4.137569367	-2.787364965	Probable glutamate N-acetyltransferase 1
clavam gene cluster				
<i>cvmG</i>	0.49836631	0.876893948	0.379886926	hypothetical protein
<i>cvmP</i>	-1.030208181	-1.529037758	-0.499406969	putative protein-arginine deiminase
<i>cvmH</i>	0.27244818	-0.080552254	-0.351289963	LanU-like protein
<i>cvm13</i>	-0.015511608	-0.866643674	-0.85078159	Beta-aspartyl-peptidase
<i>cvm7</i>	-0.584732287	-1.543911672	-0.960573926	DnrI/RedD/AfsR-family transcriptional<br>regulator
<i>cvm3</i>	-2.601796683	-5.126998462	-2.526651011	flavin reductase-like protein
<i>cvm2</i>	-2.121524225	-5.856796978	-3.744831749	Hypothetical protein
<i>cvm1</i>	-2.603622486	-4.357513514	-1.756108608	Aldo/keto reductase
<i>cas1</i>	-0.370373546	-3.995150128	-3.631037819	Clavamate synthase 1

<i>cvm4</i>	-2.802469164	-5.569157818	-2.771700275	Alpha/beta hydrolase
<i>cvm5</i>	-2.770144843	-6.433314788	-3.671693282	Flavin-dependent oxidoreductase,<br>F420-dependent<br>methylene-tetrahydromethanopterin<br>reductase
<i>cvm6</i>	-3.288339182	-3.067476227	0.218604782	Putative pyridoxal phosphate-dependent<br>aminotransferase
**Arginine biosynthesis gene cluster**				
<i>argJ</i>	0.597471676	-4.539047675	-5.142315569	arginine biosynthesis bifunctional protein<br>argJ
<i>argB</i>	0.75808054	-4.027501261	-4.787859072	acetylglutamate kinase
<i>argC</i>	0.434773104	-4.099041809	-4.536607531	N-acetyl-gamma-glutamyl-phosphate<br>reductase
<i>argD</i>	0.481980629	-4.876169151	-5.365023876	acetylornithine aminotransferase
BB341_RS04845	-0.989098482	-1.744732839	-0.755178236	Ornithine carbamoyltransferase
<i>argR</i>	0.439784231	-4.404117503	-4.847136907	arginine repressor
<i>argG</i>	-0.582866056	-5.410274939	-4.834891607	Argininosuccinate synthase
<i>argH</i>	-0.306934336	-3.97175008	-3.667788865	argininosuccinate lyase
BB341_RS26850	-4.025908521	-3.167413724	0.859944435	conserved hypothetical protein
BB341_RS09920	1.780757113	0.586896067	-1.197705263	Putative ornithine aminotransferase
**Nitrogen-assimilation regulating genes**				
gene-BB341_RS12660<br>(<i>glnR</i>)	-0.406902	-1.227523	-0.824656	transcriptional regulatory protein GlnR
gene-BB341_RS18105<br>(<i>mtrA</i>)	-0.66321	-1.046232	-0.385663	DNA-binding response regulator MtrA
**Key genes involved in glyoxylic acid cycle and gluconeogenesis**				
BB341_RS28800	0.313520631	0.448747007	0.133550724	Isocitrate lyase
BB341_RS28805	1.076322737	1.63386155	0.559761227	Malate synthase
BB341_RS03955	2.291737339	0.229240639	-2.064084037	Malate synthase
BB341_RS09375	0.871842621	-2.808424747	-3.687330111	phosphoenolpyruvate carboxykinase
BB341_RS08985	0.78902119	-0.860533771	-1.656397054	fructose 1,6-bisphosphatase II
BB341_RS08395	-0.316733314	-0.662489268	-0.34981003	fructose-1,6-bisphosphatase
BB341_RS14335	-0.064465676	0.326929127	0.260479242	Sugar phosphatase
BB341_RS28280	-3.196374003	-4.760772201	-1.568930189	Phosphoenolpyruvate synthase

Note: Red lettering indicates up-regulated genes. Green lettering indicates down-regulated genes

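The log2 fold changes of MH against ML for the 37 genes of the CA, paralog and clavam clusters come from the authors' comparisons at 24, 48 and 96 h. Of 111 printed values, 107 equal those in the authors' deposited tables within rounding. For the paralog genes at 96 h, the deposited table holds 0.76 for *ceaS1* (BB341_RS29460), 0.88 for *bls1*, 0.33 for *pah1* (BB341_RS29470) and 0.38 for *oat1* (BB341_RS29475). On the recovered reads, *bls1* (BB341_RS29465) had 284 and 104 TMM CPM in the deeper and shallower MH library and 80.5 and 122 in ML, a log2 fold change of 0.85 (standard error 0.36, adjusted p = 0.134) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and −0.04 without the deeper MH library and 1.40 without the shallower one, where it passed.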

Table S4 Comparison of transcriptional level of genes involved in CA biosynthesis in MH and ML medium.

genes	Log2(Fold Change) **ratio**			Description
	MH24/ML24	MH48/ML48	MH96/ML96	
CA biosynthetic gene cluster				
<i>ceaS2</i>	1.010991507	5.12852479	0.027709783	Carboxyethylarginine synthase
<i>bls2</i>	0.951701927	4.402072219	-0.001009081	conserved hypothetical protein
<i>pah2</i>	0.627809993	4.31202595	-0.465625188	proclavamate amidino hydrolase, PAH
<i>cas2</i>	0.748081966	4.528941545	-0.308948195	Clavamate synthase 2
<i>oat2</i>	0.397955348	0.962288723	3.617474099	Glutamate N-acetyltransferase 2 beta chain
<i>oppA1</i>	0.828357798	1.453279264	1.676275444	ABC-type dipeptide transport system, periplasmic component
<i>claR</i>	1.906056429	1.888706247	-0.188421345	conserved hypothetical protein
<i>cad</i>	1.364717875	4.173193244	-0.261176402	conserved hypothetical protein
<i>cyp450</i>	1.604763856	2.568680926	-0.249847968	cytochrome P450-SU2
<i>fd</i>	1.030566219	4.093572249	-0.465062774	Ferredoxin
<i>Orf12</i>	1.310081655	3.342374897	-0.529646275	unknown
<i>Orf13</i>	1.222448479	1.431141765	-0.093106979	conserved hypothetical protein
<i>Orf14</i>	1.018959028	2.928427588	-0.661061794	conserved hypothetical protein
<i>oppA2</i>	0.811908782	4.054644016	-0.843601929	ABC-type dipeptide transport system, solute-binding protein
<i>Orf16</i>	0.864965454	4.401595593	-0.389171018	conserved hypothetical protein
<i>gcaS</i>	1.287324501	4.312328533	-0.994631503	biotin carboxylase
<i>pbps</i>	0.553691881	1.449151842	0.645760309	penicillin-binding protein PBP
<i>pbps</i>	0.597881177	1.245010041	0.874816761	Penicillin-binding protein
<i>cyp</i>	0.251248276	-0.864865411	-0.422620814	cytochrome P450 hydroxylase
<i>cagS</i>	0.130722725	-0.229668029	-0.024849616	ATPase domain-containing protein
<i>cagR</i>	-1.327032874	-0.358464346	-0.549360173	two-component system response regulator
Parologue gene cluster				
<i>ceaS1</i>	-0.107182531	1.854741564	0.35719405	carboxyethyl arginine synthase isoenzyme 1
<i>bls1</i>	0.013945955	2.374427513	0.322940937	Beta-lactam synthetase isoenzyme 1
<i>pah1</i>	-0.194289859	1.967785896	0.611756494	proclavamate amidinohydrolase 1
<i>oat1</i>	-0.118908908	1.628399897	0.254094039	Probable glutamate N-acetyltransferase 1
Clavam gene cluster				
<i>cvmG</i>	-1.477743756	0.177571009	-0.300155732	hypothetical protein
<i>cvmP</i>	3.490248237	2.870554613	0.297886194	putative protein-arginine deiminase

<i>cvmH</i>	-0.990560959	0.59888885	0.172227351	LanU-like protein
<i>cvm13</i>	-0.223284119	0.280592963	-0.20589045	Beta-aspartyl-peptidase
<i>cvm7</i>	0.399534983	0.939353011	0.106231445	DnrI/RedD/AfsR-family transcriptional regulator
<i>cvm3</i>	0.12163333	3.017676061	0.321354906	flavin reductase-like protein
<i>cvm2</i>	0.003173252	1.821378139	0.361638599	Hypothetical protein
<i>cvm1</i>	0.255557764	2.427985006	0.102193118	Aldo/keto reductase
<i>cas1</i>	0.019799804	1.248384708	1.870810797	Clavamate synthase 1
<i>cvm4</i>	0.27717079	2.374884141	-0.091475418	Alpha/beta hydrolase
<i>cvm5</i>	0.300000628	1.987808836	0.065102614	Flavin-dependent oxidoreductase,<br>F420-dependent<br>methylene-tetrahydromethanopterin reductase
<i>cvm6</i>	0.463767041	1.31395106	-0.342049366	Putative pyridoxal phosphate-dependent<br>aminotransferase

---

Note: Red lettering indicates up-regulated genes. Green lettering indicates down-regulated genes.

Table S5 Comparison of transcriptional level of genes involved in amino acids metabolism in MH and ML medium.

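Table S5 lists 21 genes of amino acid metabolism, with the log2 fold change of MH against ML at each time, and its 63 values all equal those in the authors' deposited tables within rounding. The list includes *argB* (BB341_RS23955), which had 684 and 81.7 TMM CPM in the deeper and shallower MH library and 56.1 and 56.3 in ML at 96 h, and a log2 fold change of 2.68 (standard error 0.62, adjusted p = 0.0132) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its log2 fold change was 0.46 without the deeper MH library, and 2.67 and 2.67 without the deeper and the shallower ML library. These are sizes only, as a single library was left in a condition, and do not mean that the gene passes.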

genes	log2Fold Change **ratio**			Description
	MH24/ML24	MH48/ML48	MH96/ML96	
Arginine metabolism				
BB341_RS21930	0.876218	1.3153591	0.426599	Glutamate synthase
BB341_RS21935	1.093263	1.740667	0.753968	Glutamate synthase subunit beta
BB341_RS04940	-0.32942	0.3382503	-0.37394	L-glutamine synthetase
BB341_RS20820	0.46901	0.563109	0.667911	glutamine synthetase
BB341_RS20995	0.58218	-0.323331	-0.26023	Glutamine synthetase 2
BB341_RS23795	-0.06064	0.2481738	0.37563	Putative glutamine synthetase
BB341_RS16315	-1.54171	-0.200255	-0.34464	glutamate decarboxylase
BB341_RS16480	0.41204	-0.737814	0.254692	N-acetylglutamate synthase
BB341_RS23950<br>(argJ)	0.787829	0.676534	2.705063	arginine biosynthesis bifunctional protein<br>argJ
BB341_RS23955<br>(argB)	0.996505	0.9024931	2.718168	acetylglutamate kinase
BB341_RS23945<br>(argC)	0.525775	0.8332233	3.26456	N-acetyl-gamma-glutamyl-phosphate<br>reductase
BB341_RS23960<br>(argD)	1.00352	1.3667261	3.341257	acetylornithine aminotransferase
BB341_RS23965<br>(argR)	0.776484	1.0523178	2.595821	arginine repressor
BB341_RS23970<br>(argG)	0.222048	0.5871702	2.531078	Argininosuccinate synthase
BB341_RS23975<br>(argH)	0.915324	1.2746741	1.732178	argininosuccinate lyase
BB341_RS26850	-0.61497	0.9667093	0.219634	conserved hypothetical protein
BB341_RS09920	0.103372	-0.307784	0.448394	Putative ornithine aminotransferase
BB341_RS04845 (otc)	1.136973	1.7531363	0.020208	Ornithine carbamoyltransferase
BB341_RS19515	0.568971	0.061634	0.299051	gamma-glutamyl phosphate reductase
gene-BB341_RS12660<br>(glnR)	0.4513483	0.6546325	0.6546981	transcriptional regulatory protein GlnR
gene-BB341_RS18105<br>(mtrA)	0.4829468	-0.447992	0.5491339	DNA-binding response regulator MtrA

Note: Red lettering indicates up-regulated genes. Green lettering indicates down-regulated genes.

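Genes that turn lipids and carbohydrates into acetyl-CoA, with those of the glyoxylic acid cycle and gluconeogenesis, make up 53 genes, listed with their log2 fold changes of MH against ML. All 159 values equal those in the authors' deposited tables within rounding. Of the 29 genes from lipids to glycerol and through β-oxidation, the authors' values call 1 higher and 2 lower at 24 h, 1 higher and 1 lower at 48 h, and 1 higher and 1 lower at 96 h. edgeR's quasi-likelihood test called 0 at 24 h (1 when adjusted over the list alone), 4 higher and 1 lower at 48 h (10 in all when adjusted over the list alone), and 1 higher at 96 h. The list's median log2 fold change was −0.45, −0.42 and 0.16. BB341_RS28800, for isocitrate lyase, had 7.66 (p = 2.9e-14) at 48 h in the authors' deposited table.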

Table S6 Comparison of transcriptional level of genes involved in lipid and carbohydrate metabolism in MH and ML medium.

genes	log2Fold Change **ratio**			Description
	MH24/ML24	MH48/ML48	MH96/ML96	
**Glycerol trioleate converted in to glycerol**				
BB341_RS06570	-1.0892002	3.89731069	0.688892	Putative secreted lipase
BB341_RS10075	-0.3338632	-1.4452148	0.833921	lipase
BB341_RS23580	0.27801735	0.71034635	0.366114	glycerol kinase
BB341_RS23575	-0.5055819	-0.1264923	-0.23426	Glycerol-3-phosphate dehydrogenase
BB341_RS05345	-0.2825334	-0.9700032	-0.23687	Putative acyl-CoA synthetase
BB341_RS16700	-0.3874935	-0.3278471	0.467232	AMP-dependent synthetase and ligase
BB341_RS26925	-1.3321493	-1.7717991	0.415322	Putative acyl-CoA synthetase, long-chain fatty acid:CoA ligase
BB341_RS26940	-2.3899957	-1.6285275	-0.4338	FadD-like protein
BB341_RS00620	-0.0560955	2.20483364	0.201387	Acyl-CoA dehydrogenase
BB341_RS00625	0.02416384	1.6199683	-0.03156	acyl-CoA dehydrogenase
BB341_RS02720	-1.3772325	-0.3453542	0.188589	Probable acyl-CoA dehydrogenase
BB341_RS04820	-0.4460056	-1.196256	0.665203	acyl-CoA dehydrogenase
BB341_RS11495	0.08124229	-1.6527805	-0.40725	Putative acyl-CoA dehydrogenase
BB341_RS11520	-0.0850414	-1.1231355	0.258825	acyl-CoA dehydrogenase
BB341_RS26625	-4.5942068	0.36763736	-0.4893	Acyl-coa dehydrogenase protein
BB341_RS27680	-0.7439983	-1.286109	-0.04996	methoxymalonate biosynthesis protein
BB341_RS02890	-1.0929029	0.5493147	-1.31231	Putative enoyl coA hydratase
BB341_RS04840	0.60091801	-0.416236	1.135192	Enoyl-CoA hydratase
BB341_RS07030	1.70231939	1.45554699	0.126391	Putative enoyl-CoA hydratase
BB341_RS08735	-0.6107653	0.34929335	-0.05746	acyl CoA isomerase
BB341_RS11440	-0.8149848	-1.1723782	0.678472	enoyl-CoA hydratase
BB341_RS11705	-1.6807625	-1.6139403	0.367809	enoyl-CoA hydratase/isomerase
BB341_RS22000	-1.9833308	-0.6417635	0.091602	enoyl-CoA hydratase
BB341_RS22745	0.05047728	0.58168842	0.751403	Enoyl-CoA hydratase/isomerase
BB341_RS26945	-0.9377452	-0.584879	-0.06566	enoyl-CoA hydratase
BB341_RS28840	0.07011375	-1.7493497	0.155499	enoyl-CoA hydratase/isomerase
BB341_RS02945	0.23106395	1.03707597	-0.55487	Fatty acid oxidation complex alpha-subunit
BB341_RS04710	0.00055291	2.62868841	0.704797	Putative fatty acid oxidation complex alpha-subunit
BB341_RS11395	-0.4478853	-1.4606217	-0.04547	thiolase
**Dextrin converted into acetyl-CoA**				
BB341_RS20910	0.50574582	-0.4148002	0.36348	alpha-glucosidase
BB341_RS03865	0.2542761	-0.0705631	0.386314	Sugar kinase
BB341_RS21415	0.73002201	0.33100309	0.152367	Glucose kinase
BB341_RS22350	0.39088096	1.42631144	0.679817	Glucose-6-phosphate isomerase
BB341_RS07190	1.06622854	1.14323354	0.215213	6-phosphofructokinase
BB341_RS15270	0.68775958	2.4686042	0.766939	fructose-bisphosphate aldolase
BB341_RS22720	0.41871114	0.58214455	0.429531	aldolase
BB341_RS22335	-0.1495118	0.18410878	0.854916	bifunctional PGK/TIM

BB341_RS22325	-0.0470941	1.05223304	-0.13998	glyceraldehyde-3-phosphate dehydrogenase
BB341_RS22330	0.15702435	1.21710106	0.600905	phosphoglycerate kinase
BB341_RS23520	-0.1364709	0.78662715	0.484683	Phosphatase
BB341_RS07205	0.6928115	0.18140287	0.122512	pyruvate kinase
BB341_RS13605	1.13064441	0.47722467	0.771424	Branched-chain alpha-keto acid dehydrogenase
				E1-alpha subunit
BB341_RS13695	5.26085578	-0.9609545	1.817747	E1-alpha branched-chain alpha keto acid
				dehydrogenase
BB341_RS20205	-0.0730057	-0.0223998	0.866671	Pyruvate dehydrogenase subunit E1
BB341_RS21120	1.30061067	0.21044846	0.234593	2-oxoacid dehydrogenase subunit E1

Key genes involved in glyoxylic acid cycle and gluconeogenesis

BB341_RS28800	0.953924274	7.660670041	0.111586634	Isocitrate lyase
BB341_RS28805	0.458194298	4.63162596	-0.372400971	Malate synthase
BB341_RS03955	0.744603343	1.790692171	1.769950243	Malate synthase
BB341_RS09375	-0.029674642	1.983425487	0.854895804	phosphoenolpyruvate carboxykinase
BB341_RS08985	1.228453773	2.037843087	0.995311174	fructose 1,6-bisphosphatase II
BB341_RS08395	0.967372956	0.183021401	-0.066289393	fructose-1,6-bisphosphatase
BB341_RS14335	0.563269082	0.572907237	-0.210144922	Sugar phosphatase
BB341_RS28280	-0.528115219	2.709903796	-0.797337808	Phosphoenolpyruvate synthase

Note: Red lettering indicates up-regulated genes. Green lettering indicates down-regulated genes.

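The biosynthetic genes of cephalomycin C and 9 genes of its precursors make up 24 genes, whose 72 printed log2 fold changes all equal those in the authors' deposited tables within rounding. Of the 9 precursor genes, the authors' values call 1 higher at 24 h, 1 at 48 h and 2 at 96 h, and edgeR's quasi-likelihood test 0, 1 and 1 (1 at 24 h when adjusted over the list alone). The gene called by edgeR at 48 h is BB341_RS06710, whose fold change rests on the shallower MH library. At 96 h, *cefE* (BB341_RS07745) was lower in MH, with 63.5 and 62.5 TMM CPM in the deeper and shallower MH library and 183 and 136 in ML, a log2 fold change of −1.43 (standard error 0.23, adjusted p = 0.00268), and *ccaR* (BB341_RS07775) was higher, with 1.36 (standard error 0.34, adjusted p = 0.0187). Leaving out 1 or the other ML 96 h library gave log2 fold changes of −1.20 and −1.63 for *cefE*. With a single ML library left, these show the size only and not that the gene passes.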

Table S7 Comparison of transcriptional level of genes involved in Cephalomycin C biosynthesis in MH and ML medium.

genes	log2Fold Change **ratio**			Description
	MH24/ML24	MH48/ML48	MH96/ML96	
Cephalomycin C biosynthetic gene cluster				
<i>pbpA</i>	0.41124682	0.7230379	0.357661229	D-alanyl-D-alanine carboxypeptidase
<i>cmcT</i>	0.42201898	0.5119774	-0.896948022	cephamycin export protein cmcT
<i>pcd</i>	0.79674281	3.28407848	0.174628588	aldehyde dehydrogenase
<i>cefE</i>	0.40666228	4.7273551	-1.391786004	deacetoxycephalosporin C synthetase
<i>cefD</i>	1.10552362	3.32473237	-0.126410239	isopenicillin N epimerase
<i>cmcI</i>	0.86846349	5.21332074	-0.986208983	conserved hypothetical protein
<i>cmcJ</i>	1.06224628	4.47028723	-0.723629753	7-alpha-cephem-methoxylase P8 chain
<i>cefF</i>	0.34422829	3.91241886	-0.18456153	deacetoxycephalosporin C hydroxylase
<i>cmcH</i>	0.39845694	4.22598187	-0.292020343	hydroxymethylcephem-O-carbamoyltransferase
<i>ccaR</i>	0.61148169	1.7209061	1.392784745	positive regulator
<i>blp</i>	1.99717602	1.93551903	0.292908126	BLP
<i>lat</i>	0.76381374	3.74737123	-0.4179193	L-lysine-epsilon aminotransferase
<i>pcbAB</i>	0.98784806	3.86341425	-0.332430559	N-(5-amino-5-carboxypentanoyl)-L-cysteinyl-D-valine synthase
<i>pcbC</i>	0.37470567	3.26223795	0.196918101	isopenicillin N synthetase
<i>pcbR</i>	0.86795725	1.93770654	0.600818626	secreted penicillin binding protein
Genes involved in precursor metabolism of cephalomycin C				
BB341_RS00325	-0.22398199	-0.37985826	-0.197646564	asparagine synthetase
BB341_RS12885	0.13035015	-0.17718574	-0.383054405	hypothetical protein
BB341_RS15440	0.64232793	1.45553727	0.741991156	aspartokinase
BB341_RS15445	0.68521795	0.12933128	1.002032746	aspartate-semialdehyde dehydrogenase
BB341_RS19250	1.67084228	1.83835886	0.88345814	Aspartate-semialdehyde dehydrogenase
BB341_RS18780	-2.55234477	-1.51667894	-0.366256707	DUF993 domain-containing protein
BB341_RS06710	-0.354789	4.16141035	0.214968799	acetoxy acid synthase small subunit
BB341_RS06715	-0.11419988	1.90396877	-0.009007091	Acetolactate synthase
BB341_RS07365	0.61788151	0.62589272	1.091984751	3-hydroxyacyl-CoA dehydrogenase

Note: Red lettering indicates up-regulated genes. Green lettering indicates down-regulated genes.

Table S8 Primers used in this study.

Oligonucleotides	DNA Sequence (5'→3')
16S-RT For	GAGATCCGCCTTCGCCACCG
16S-RT Rev	CTGCATTCGATACGGGCAGGC
ceaS2-RT For	AGGCCGCGTCGATTCTCTTCG
ceaS2-RT Rev	AGAGGTTGGTCATACCGGGGC
claR-RT For	TGCTGTCGCTGGTCTCCACG
claR-RT Rev	TAGGCCGCGTCCACCTGGTA
cad-RT For	CCGACTGGACCCGGATGATCG
cad-RT Rev	TTCGTGGCCTGGTAGACGGC
gcas-RT For	CACCCCTGGCCGACTATGCC
gcas-RT Rev	GCCCGTGGGTGTACCAGGAC
argC-RT For	CCTGCGAGAACGCCGTCAGC
argC-RT Rev	GACGGTACGGGTGGCGGTTG
argJ-RT For	TGGCGTGGGTGTCCTGGAAG
argJ-RT Rev	ATCTGGCACTGGTGGTGAAC
argB-RT For	AGATTGAGCAGCCCCACCAG
argB-RT Rev	ACATCGTCTTTCTCCACCAC
argH-RT For	ATGTCGGGGTTCTTCTTCTG
argH-RT Rev	AGTTCGCCTTCATCACCGCC
bls2-RT For	TGCCGCTGTACACCTGTGTGG
bls2-RT Rev	CGCGGGCACCTGGTAGACAC
pah2-RT For	ACGGCGCAGAGCCATCTGTC
pah2-RT Rev	TTGGTGTCGGAGTGCGCGTC
cas2-RT For	CTCCGAGCTTCCCGAGGTGC
cas2-RT Rev	CGCGCAGCAGCAGATAACCG
bls1-RT For	GAACTCGTCAGGGAAGTACC
bls1-RT Rev	GGACGGGGGACATCTCGTTG
cyp450-RT For	AGCCAGGTGTGGCTGGTGAC

---

cyp450-RT Rev	GCGGATGAACGACGCCGACT
fd-RT For	GCCCCCGAGATCTTCGACCAG
fd-RT Rev	TAGCCCTCGGTGACCGTGAT
pah1-RT For	GCAGGAGCGGTCTCGGAGG
pah1-RT Rev	GCTCCCGTTCCCGTACCGAC

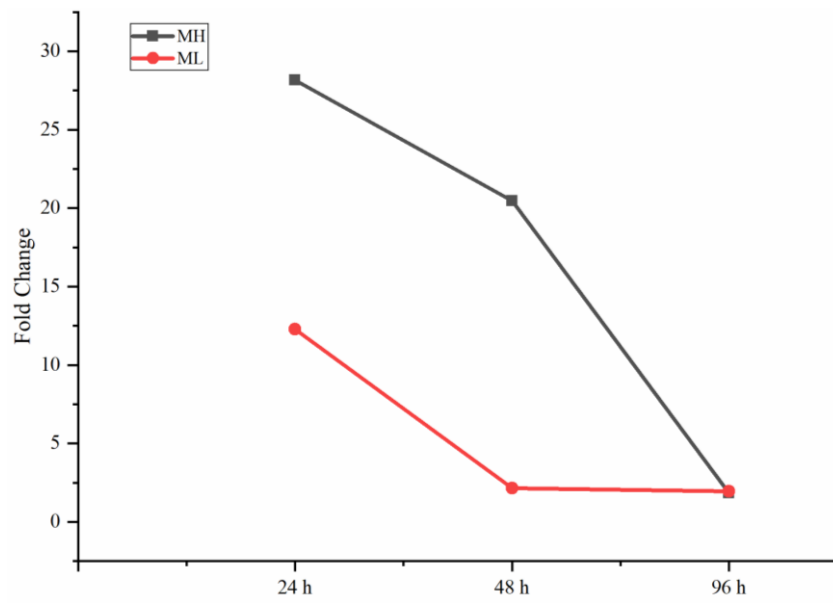

Fig. S1 Transcriptional trend analysis of CA biosynthesis gene clusters in MH and ML medium

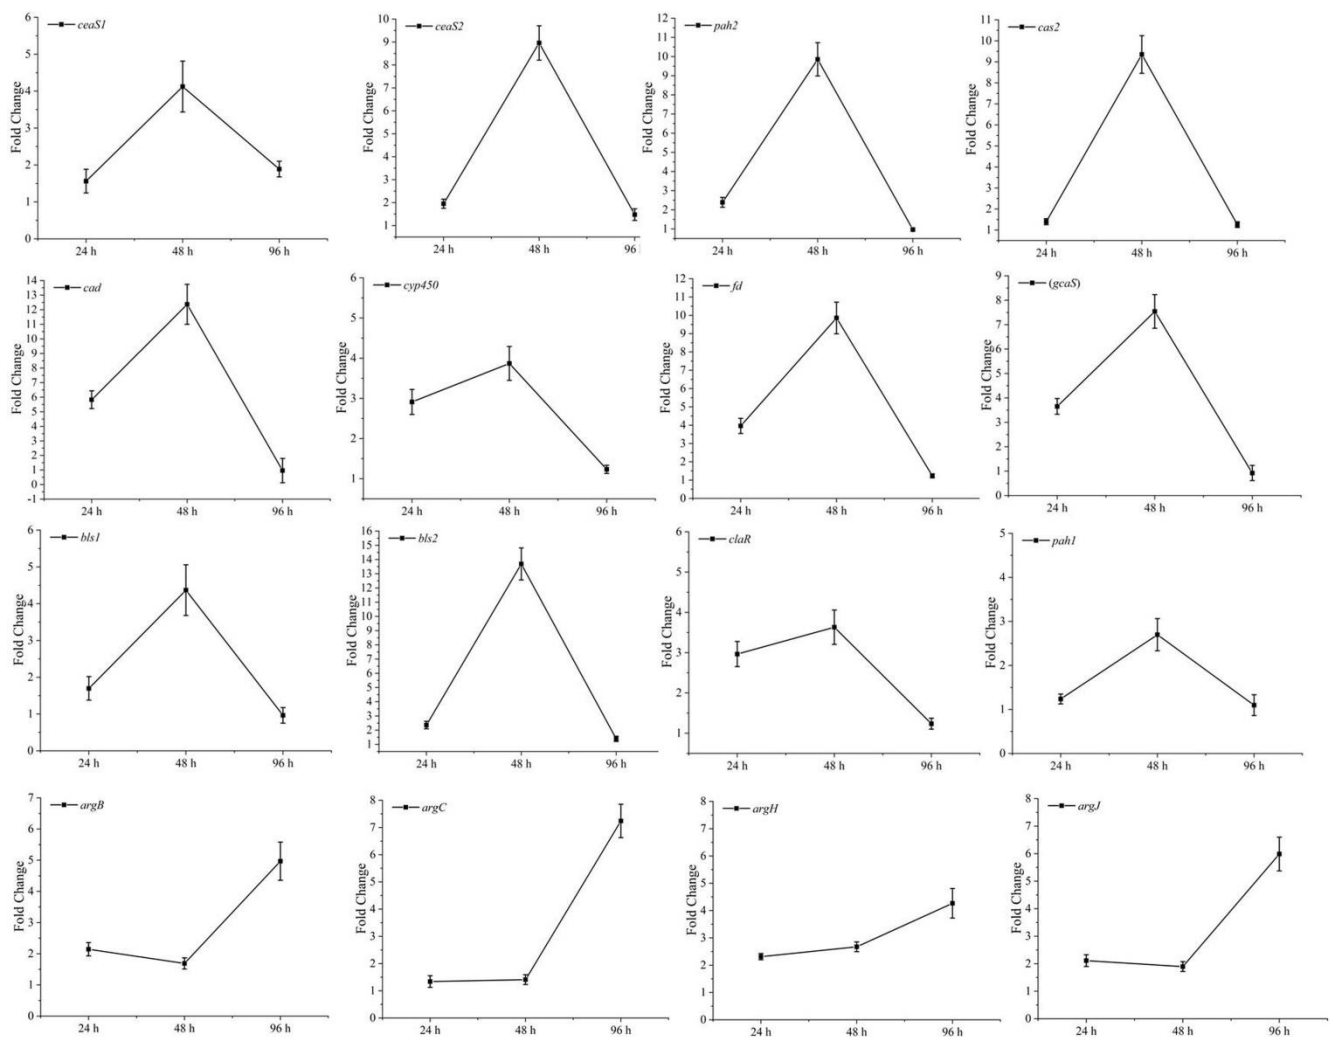

Fig. S2 Expression of key genes involved in CA and arginine biosynthesis by RT-qPCR in *Streptomyces clavuligerus* F613-1. Results were normalized for 16S rDNA gene content and are shown as fold change over the ML medium control, which was given a value of 1. Fold change: expression level in MH medium compared with ML medium. Data are the mean $\pm$ SD of three separate experiments.

How the deposited data were processed for this re-analysis (not part of the article)

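*S. clavuligerus* F613-1 was grown by the authors in MH (0.8% peptone) and ML (0.4% peptone), and RNA was sequenced at 24, 48 and 96 h, which makes 6 conditions. The paper states 3 independent samples per treatment and names DESeq, whose version, like the aligner and the read counter, is not given in the sources used here. For each of 9 pairs of conditions the authors deposited a table with a signal value per gene and condition, which is the mean over libraries of counts divided by DESeq size factors set within that table. From these means the authors computed the fold (the ratio of the means) and its log2, which the deposited tables hold as infinite where a mean is 0 and which were set to 15 or −15 in medians and ranks here. The p-value and the adjusted p-value are from the authors' DESeq test. The number of columns for single libraries was 0, and a gene with no reads in a pair of conditions has no entry in that table.

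The level of each gene in a condition stands in 3 tables with different size factors. Each value is a whole number of reads of 1 library times a step, plus a whole number of reads of another library times another step. The steps were found from the spacing of the values and the reads were solved for, per condition, from all 3 tables. This gave 2 libraries in each of the 6 conditions, with 100% of the values within 1e-06 of a whole number and size factors that matched those recomputed from the reads. In 6 simulated conditions, with reads drawn for 6103 genes, the same steps recovered 100% of the genes. The deeper and the shallower library of a condition held from 228105 to 7252350 reads, and the shallower MH library of 48 h, the least deep, had a read on 5322 genes. How these libraries relate to the 3 samples the paper states is not given in the sources used here, so the spread between them is that of 2 libraries and not known to be that of separate cultures. No replicate numbers tie libraries of one condition to those of another.

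The test planned for tables without values per library was the authors' own call, a log2 fold change over 1 in size and an unadjusted p under 0.05, the paper's thresholds. Most counts of calls are given by it first, while single genes are often given by edgeR first or alone. The recovered reads allowed a test after all. It was chosen after the data had been examined, so it stands beside the authors' call and not in its place. edgeR 4.0.16 with limma 3.58.1 in R 4.3.3 was run on the 4 libraries of each comparison, with filterByExpr (minimum count 10, minimum total count 15), TMM with trims of 0.3 and 0.05, and the quasi-likelihood F-test (glmQLFit, glmQLFTest). Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change over 1 in size. Standard errors of log2 fold changes were computed back from the same fits, as the size of the log2 fold change over the square root of the F statistic. They are thus approximate. Genes tested numbered 5641, 5935, 6035, 5502, 5967, 5977, 5941, 6006, 6024 in the order MH against ML at 24, 48 and 96 h, then 48 h against 24 h, 96 h against 24 h and 96 h against 48 h in MH and in ML. The common biological coefficient of variation was 0.379, 0.390, 0.205 between the media, 0.511, 0.347, 0.345 over time in MH and 0.276, 0.205, 0.239 over time in ML. Interactions of medium and time came from 1 fit over all 12 libraries (6052 genes, common coefficient 0.318). DESeq2 1.42.0 was run on the same reads with its size factors and the same thresholds. Levels per library are counts per library size scaled by TMM over all 12 libraries (TMM CPM), and TMM factors ran from 0.41 to 2.68. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

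Gene lists numbered 36, of which 10 came from the paper and 26 from patterns on the deposited gene descriptions, and 35 had at least 2 members and were tested. The lists from the paper were chosen by the study on these same samples, so their percentiles describe these libraries and are no independent support. The pattern for genes of rRNA and tRNA matched 0 genes. The pattern for the phosphate response also takes descriptions of phosphoribosyl enzymes, so its 70 members are not a clean list. For each list the members called were counted, the median log2 fold change was set against 10000 random lists of the same size matched on mean level in 20 bins (seed 20220814, limits at percentiles 2.5 and 97.5), Fisher's exact test was run on the 25 annotation lists with adjustment over them, and camera was run with a preset correlation of 0.01 and with an estimated one.

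Genes are named in the text by a rule set before the data were examined: every gene named in the paper's text, in each list the members with the largest change among called members with a mean level of at least 100 (at most 4), and for each comparison of the media the 10 called genes with the largest rise and the 10 with the largest fall at that level. The values in Tables S2 to S7 had been seen when the rule was written. Genes of Tables S4 to S7 that carry no locus tag were matched to the deposited genes by their fold changes. Genes in the phenylacetate locus other than those, and BB341_RS29450, were named after their values were seen.

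The tests were tried on simulated data with the libraries' means and sizes and 200 changed genes, drawn from those with more reads. Each comparison's common coefficient of variation was used for every gene and library, so the rates are not those of the real genes, whose spread differs. edgeR called 1.49% of genes changed 2-fold, 38.8% of those changed 4-fold and 95.5% of those changed 8-fold between the media at 24 h (5595 genes), 1.49%, 44.8% and 90.9% at 48 h (5925 genes) and 47.8%, 100% and 100% at 96 h (6034 genes). Unchanged genes called numbered 2 of 5395, 5 of 5725 and 5 of 5834. Of 100 simulated lists of 20 genes, the random-list limits marked 6, 1 and 6 unshifted ones at 24, 48 and 96 h, 98, 96 and 100 of those shifted by 1 on the log2 scale, and 100 of 100 of those shifted by 2 at each time.

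Fold changes from different tables were added where the comparisons share conditions, to test whether the tables hold together. 48 h against 24 h plus 96 h against 48 h minus 96 h against 24 h had a median over genes of 0.04 on the log2 scale in MH and −0.0002 in ML. The closures across the media had medians of −0.06, −0.05 and −0.03, and the largest value for any gene was 0.189, so each table was scaled on its own.

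The alternatives written down with that rule were the adjusted p-value, a log2 fold change over 2 and no fold threshold, a mean level of at least 10 (100 for the closures), fold changes centred on the median gene, random lists not matched on level and the mean in place of the median. DESeq2, a spread shared by all 6 conditions and leaving out each library had been written down for the case of values per library, and were run, with edgeR and with scaling by library size alone, only after the reads had been recovered. Metabolite measurements, RT-qPCR and CA titres were not analysed here.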

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

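The interaction tests, the edgeR counts and the tests in the last 2 paragraphs were chosen after the results were seen. The counts of list members called by the authors' values were planned.

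A difference between the media in the change over time brought out 3 sets of genes, each from an interaction test over 6052 genes and 12 libraries at an adjusted p under 0.05. From 24 to 48 h, 198 genes differ (145 with the higher change in MH and 53 with the lower), among them 9 of 21 in the CA cluster (median difference 1.98) and 6 of 15 in the cephalomycin C cluster (2.84). From 24 to 96 h, 40 differ (28 and 12). From 48 to 96 h, 133 differ (56 and 77), with 12 in the CA cluster (−3.61) and 9 in the cephalomycin C cluster (−3.38).

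A locus of 15 genes, BB341_RS13685 to BB341_RS13755, with 4 genes described as for phenylacetic acid degradation, was brought out as a signal in genes the paper does not discuss as a group, though it names BB341_RS13695. In the authors' deposited table, 11 are called higher in MH at 24 h (median log2 fold change 3.99) and 4 lower at 48 h (median −1.11). The change from 24 to 48 h differs between the media for the same 11 genes. That test includes the difference at 24 h by which they were called, so it is no separate support. BB341_RS13735 had 4180.2 and 2881 TMM CPM in the deeper and shallower MH library and 43.1 and 79.6 in ML at 24 h, with 5.77 (standard error 0.53, adjusted p = 0.00509) by edgeR and a difference of changes of −9.43 (adjusted p = 2.8e-06).

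Gene lists the paper does not report on were brought out by Fisher's exact test on the authors' calls. Camera with an estimated correlation passes 0 lists at any of the 3 times (0, 1 and 0 at an unadjusted p), with adjusted p = 0.538 at 24 h, 0.680 or more at 48 h and 0.619 at 96 h for the lists given here, and with the authors' adjusted p 0 lists pass Fisher's exact test. NADH dehydrogenase complex I (23 genes) has 10 called lower in MH at 24 h (median −0.90, adjusted p = 6.6e-07) and 11 higher at 48 h (1.39, adjusted p = 1.7e-07). edgeR called 0 of them at 24 h, adjusted over all genes or over the list (7 at an unadjusted p, 1 by DESeq2), and 9 at 48 h.

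The other lists past Fisher's exact test at 48 h have members called higher: 5 of 7 cytochrome oxidases (median 2.79, adjusted p = 1.0e-04, 5 by edgeR), 9 of 52 ribosomal proteins (median 1.48, adjusted p = 0.0099, 20 by edgeR), 5 of 12 chaperones (median 1.19, adjusted p = 0.0021, 1 by edgeR), 3 of 8 ATP synthase genes (median 1.75, adjusted p = 0.0293, 4 by edgeR) and 12 of 120 proteases and peptidases (median 0.42, adjusted p = 0.0293, 5 by edgeR), with 2 proteases lower. Ribosomal proteins had a larger median at 24 h, 1.76, where 7 of 53 were called higher by the authors' values (adjusted p = 0.0664, not passing) and 0 by edgeR (42 at an unadjusted p, 41 adjusted over the list alone, 36 by DESeq2). The median level of this list in the deeper and shallower library was 1525 and 535 TMM CPM in MH and 287 and 253 in ML at 24 h, and 273 and 101 in MH and 64.5 and 55.5 in ML at 48 h, so the rise is larger in the deeper MH library. At 96 h, 5 of 12 chaperones (median 0.97, adjusted p = 0.0143, 5 by edgeR) and 19 of 120 proteases and peptidases (median 0.20, adjusted p = 0.00651, 22 by edgeR) are called higher, with 2 proteases lower.

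BB341_RS29450, which the paper does not discuss, was brought out by its share of the reads. It takes 20.8% of the deeper ML 24 h library, the highest share. In the deeper and shallower library its share is 14.7 and 18.1% at 24 h, 10.4 and 14.1% at 48 h and 0.599 and 0.308% at 96 h in MH, and 20.8 and 19.1%, 8.37 and 7.55% and 0.443 and 0.944% in ML.

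The arginine cluster is higher in MH at 96 h mainly in the deeper library, where the median log2 ratio to the shallower is 3.05 on TMM CPM. The median of all genes with at least 100 CPM was 0.114 on the same scale, which TMM sets near 0, so that value alone decides nothing. A scaling moves all genes alike and cannot change the distance of the arginine genes from that median, which argues against library size or scaling. RNA of an earlier culture in that library is argued against by its 20 other main transcripts, which rise 0.0201, 0.114, 0.0227 and 0.267 times as far as needed for MH at 24 and 48 h and ML at 24 and 48 h. An effect of the medium with a size that differs between the libraries may remain, since 7 of 7 genes are above both ML libraries in the shallower MH library too. These genes lie side by side and were read in a single library, so they are not separate observations. The margin is small, with a median of 88.5 TMM CPM there against 63.7 and 66.0 in ML. Why the 2 MH libraries differ stays open, and scaled by library size alone 8 of 1792 genes are over 4-fold higher in the deeper one, 6 of them arginine genes.

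The median gene takes 4.57 times the share of the reads at 96 h that it takes at 24 h in MH and 4.62 times in ML. A few genes taking most of the reads is argued against as the whole cause, as without the 31 genes among the 10 most read of any library the ratios are 3.00 and 2.75. Reads spread evenly over the genome and lasting low transcription of many genes cannot be told apart. In little-read genes, reads follow gene length more closely at 96 h (Spearman higher by at least 0.0790), but the spread around length was not smaller in every 96 h library than at 24 h (smallest difference −1.00), and the Spearman between the 2 libraries at 96 h, 0.363 in MH and 0.363 in ML, is near that at 24 h (0.399 and 0.337) and decides for neither. These genes hold 1.00 and 1.07% of the reads in MH at 24 h and 4.63 and 6.00% at 96 h, and 1.59 and 1.61% at 24 h and 10.3 and 8.84% at 96 h in ML.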

How the results depend on the processing

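The settings with edgeR, DESeq2 and scaling by library size alone, the spread shared by all 6 conditions and the leaving out of libraries were chosen after the data had been examined, and the others before. Counts of genes are given with higher and lower calls in brackets. Where no cause is named, the cause was not tested.

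The authors' calls at an unadjusted p were 282 (107 and 175), 327 (260 and 67) and 454 (345 and 109) for MH against ML at 24, 48 and 96 h, 244 (191 and 53), 938 (385 and 553) and 349 (60 and 289) for 48 h against 24 h, 96 h against 24 h and 96 h against 48 h in MH, and 985 (265 and 720), 1484 (364 and 1120) and 667 (129 and 538) in ML. Centring fold changes on the median gene kept all 44 summary values, counts within 1.5 times and medians within 1 SD between libraries, and all 183 values of named genes on their side of the threshold. A mean level of at least 10 kept 38 of 38 summary values within the same limits, and a mean level of at least 100 all 5 closures.

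With the adjusted p, 16 of 18 summary counts were lower by over 1.5 times or 0, as fewer genes pass by construction. The counts were 20 (13 and 7), 17 (17 and 0) and 279 (244 and 35) between the media, 22 (21 and 1), 201 (45 and 156) and 47 (0 and 47) in MH, and 579 (81 and 498), 1131 (154 and 977) and 256 (38 and 218) in ML. Lists past Fisher's exact test went from 1, 6 and 2 to 0, 0 and 0. Called members went from 5 to 0 in the CA cluster at 24 h, and at 48 h from 13 to 6 in the CA, 3 to 0 in the paralog, 6 to 0 in the clavam and 12 to 1 in the cephalomycin C cluster. Of the named genes, 150 kept their side of the threshold and 33 no longer passed.

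A log2 fold change over 2 in place of 1 gave 116 (34 and 82), 195 (157 and 38) and 40 (30 and 10) between the media and 356 (94 and 262), 554 (67 and 487) and 216 (33 and 183) in ML, and no fold threshold gave 1161 (793 and 368) at 96 h, as either threshold sets by construction.

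edgeR gave 14 (11 and 3) at 24 h and 106 (70 and 36) from 24 to 48 h in MH, and 38 of 44 summary values stayed within those limits. At 24 h it left 0 lists past Fisher's exact test and 0 CA genes called (6 at an unadjusted p, 5 by DESeq2), and at 48 h 0 paralog genes (3 at an unadjusted p, 3 by DESeq2). It called 7 arginine genes at 96 h, where the authors' p calls 0. From 48 to 96 h in MH its split was 89 and 215, and in ML 453 and 680 from 24 to 48 h and 725 and 1137 from 24 to 96 h. DESeq2 gave 166 (141 and 25) at 24 h, a split of 101 and 106 from 24 to 48 h in MH, and at an unadjusted p 6 arginine genes. Of the named genes edgeR kept 151, with 16 no longer and 16 newly past the threshold, and DESeq2 kept 172, with 3 and 8.

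With 1 spread for all 6 conditions, edgeR called 594 (384 and 210) at 48 h and 0 at 96 h (523 at an unadjusted p with the spread of those 4 libraries, 459 by DESeq2). It called 726 (403 and 323), 2044 (1030 and 1014) and 739 (223 and 516) in MH, 378 (19 and 359) from 48 to 96 h in ML, and 2 CA genes at 24 h. The common coefficient of variation is 0.318 in that fit and 0.205 for the 96 h libraries alone.

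Scaling by library size alone moved 30 of 38 summary values. It shifted the median gene, by edgeR, to −0.50, −1.05 and −0.58 between the media, 0.51, 2.13 and 1.54 in MH and 1.13, 2.16 and 1.02 in ML, where TMM leaves it between −0.15 and 0.28, and by construction each fold change moves by about the difference. It gave 32 (18 and 14), 527 (145 and 382) and 1187 (113 and 1074) between the media, 155 (115 and 40), 4269 (4078 and 191) and 2325 (2184 and 141) in MH and 2504 (2267 and 237), 4940 (4764 and 176) and 2610 (2443 and 167) in ML, so more genes were called higher than lower over time, where the main calls had more lower in each comparison of times but 48 h against 24 h in MH. It called 0 CA genes at 24 h and 7 arginine genes at 96 h. The medians for 96 h against 24 h and 48 h in MH and for 48 h against 24 h, 96 h against 24 h and 96 h against 48 h in ML were −1.31, −1.38, −0.88, −0.032 and 1.16 for the CA cluster (main −3.21, −2.79, −1.99, −2.09 and 0.17), −3.63, −3.76, −1.48, −4.35 and −2.84 for the paralog cluster (main −5.48, −5.12, −2.50, −6.39 and −3.86) and −2.27, −1.56, −0.55, −1.48 and −0.32 for the clavam cluster (main −4.15, −3.01, −1.58, −3.53 and −1.36). Between the media at 48 h the medians were 1.93 for the CA (main 2.93), 0.97 for the paralog (1.91), 0.61 for the clavam (1.57) and 2.31 for the cephalomycin C cluster (3.32). Among values called in the main setting or in this one, the sign reversed for *glnR* (BB341_RS12660, 0.80 from −1.23) and *mtrA* (BB341_RS18105, 1.11 from −1.05) from 24 to 96 h in ML. Both stay below the median gene of that scaling, which the common shift keeps by construction.

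Random lists not matched on level put 18 lists beyond the limits at 24 h and 14 at 96 h, against 7 and 5 with matching. The mean in place of the median gave −0.0399 for the CA cluster at 96 h against 48 h in ML, and for the clavam cluster −3.11 at 96 h against 24 h in MH and −3.13 and −1.68 at 96 h against 24 h and 48 h in ML.

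Leaving out 1 library leaves its condition with a lone library, which edgeR then assumes to vary like the other condition. The lowest and highest counts of genes were 0 to 1233, 1 to 1525 and 0 to 698 between the media at 24, 48 and 96 h, 0 to 156, 0 to 2725 and 34 to 2068 in MH, and 621 to 1164 and 126 to 1247 in ML for the steps to 48 h and from 48 to 96 h. Between the media the counts were 404 and 1233 without the deeper and the shallower MH library and 0 and 0 without those of ML at 24 h, 145 and 1525 without the deeper and the shallower MH library and 1 and 14 without those of ML at 48 h, 414 and 698 without the deeper and the shallower MH library and 0 and 0 without those of ML at 96 h. In MH they were 0 and 23 without the deeper and the shallower 48 h library and 44 and 156 without those of 24 h for 48 h against 24 h, 0 and 0 without the deeper and the shallower 96 h library and 1602 and 2725 without those of 24 h for 96 h against 24 h, and 62 and 34 without the deeper and the shallower 96 h library and 174 and 2068 without those of 48 h for 96 h against 48 h. In ML they were 1164 and 989 without the deeper and the shallower 48 h library and 621 and 728 without those of 24 h for 48 h against 24 h, and 126 and 177 without the deeper and the shallower 96 h library and 572 and 1247 without those of 48 h for 96 h against 48 h. Called members ranged from 0 to 12 in the CA cluster at 24 h, 0 to 16 at 48 h, 0 to 2 in the paralog, 0 to 6 in the clavam and 0 to 12 in the cephalomycin C cluster at 48 h, and 0 to 7 in the arginine cluster at 96 h. The 0 of the CA cluster stands without either ML library at 24 h and without the deeper ML library at 48 h, and its 12 and 16 without the shallower MH library. The 7 arginine genes are called without the shallower MH 96 h library, and 0 without any other. Medians ranged from 2.05 to 3.40 for the CA cluster at 48 h and 0.60 to 3.52 for the arginine cluster at 96 h. Over time they ranged from −3.32 to −1.90 for the CA and −3.57 to −1.92 for the clavam cluster from 48 to 96 h in MH, and −4.12 to −3.68 for the clavam cluster from 24 to 96 h in MH. In ML they ranged from −2.14 to −1.79 for the CA cluster from 24 to 96 h, 0.045 to 0.41 for it and −1.56 to −1.07 for the clavam cluster from 48 to 96 h, and −2.80 to −2.28 for the paralog and −1.86 to −1.36 for the clavam cluster from 24 to 48 h. Over 183 values of named genes and 732 refits, 546 kept their side of the threshold, 133 no longer passed, 53 newly passed and 0 reversed. A change of sign counted as reversed only for a gene called in the main values or in the refit. Genes called in neither that changed sign are among the 546, as BB341_RS21935 at 48 h without the deeper MH library.

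No paired analysis was possible because the deposited tables carry no replicate numbers. The pseudocount was not varied: log ratios between single libraries add 1 to the TMM CPM, and the fold changes from the authors' tables add none. The replicate block was not run. Depth limits the MH comparisons at 24 and 48 h most: their shallower libraries hold 668312 and 228105 reads, and 5502 of 6058 genes had enough reads for the test between them.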

Differences from the paper's values

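Log2 fold changes of the deposited tables were compared with the paper's Tables S2 to S7 (747 values), of which 717 equal the deposited values and 30 differ. The 30 belong to 13 genes. Centring on the median gene, set before the data were examined, closes none of the 30 differences. Where a library is left out below, its condition keeps a single library, and calls there rest on the spread of the other condition alone.

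In Table S2, the paper's log2 fold changes for 48 h against 24 h, 96 h against 24 h and 96 h against 48 h in MH, with those of the deposited tables in brackets, are for *cvm7* (BB341_RS13935) −1.79 (here −0.011), −1.76 (here −1.79) and −0.96 (here −1.76), *cvm3* (BB341_RS13940) −4.88 (here 0.34), −5.19 (here −4.88) and −2.53 (here −5.19), *cvm2* (BB341_RS13945) −5.45 (here −0.26), −5.17 (here −5.45) and −3.74 (here −5.17), *cvm1* (BB341_RS13950) −4.46 (here −0.38), −4.05 (here −4.46) and −1.76 (here −4.05), *cas1* (BB341_RS13955) −2.10 (here 0.91), −2.98 (here −2.10) and −3.63 (here −2.98), *cvm4* (BB341_RS13960) −5.90 (here −0.66), −5.20 (here −5.90) and −2.77 (here −5.20), *cvm5* (BB341_RS13965) −6.63 (here −1.04), −5.56 (here −6.63) and −3.67 (here −5.56), *cvm6* (BB341_RS13970) −3.83 (here −2.41), −1.41 (here −3.83) and 0.22 (here −1.41). For these 8 genes the paper's columns for 48 h against 24 h and 96 h against 24 h equal the deposited values of the next comparison in that order, and the paper's last column equals that for 96 h against 48 h in ML. edgeR, chosen after the values were seen, comes within its standard error of the paper's value for *cvm7*, *cvm3*, *cvm2* and *cvm1* at 96 h against 24 h and *cas1* at 96 h against 48 h, and for none of the other 19 of these values. As the paper's values here belong to another comparison, this closeness decides nothing.

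For BB341_RS14335 in Table S3, the paper's values are 0.33 (here 0.26) for 96 h against 24 h and 0.26 (here 0.33) for 96 h against 48 h in ML, so they stand exchanged. At 96 h in Table S4, the paper's log2 fold changes are 0.36 (here 0.76) for *ceaS1* (BB341_RS29460), 0.32 (here 0.88) for *bls1* (BB341_RS29465), 0.61 (here 0.33) for *pah1* (BB341_RS29470) and 0.25 (here 0.38) for *oat1* (BB341_RS29475), and each of the paper's equals the deposited p-value of that gene. edgeR, chosen after the values were seen, comes within its standard error for BB341_RS14335 and for *ceaS1*, *pah1* and *oat1*, and not for *bls1*. As the paper's values here are exchanged or are p-values, this closeness decides nothing. Over the named genes edgeR drops 16 calls of the 183 values.

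For *glnR* (BB341_RS12660) in MH, the paper's P is 0.1891 at 48 h and 0.0017 at 96 h against 24 h, and the deposited table gives 0.700 and 0.404. The paper's values equal the deposited p-values for ML. The adjusted p, set before the data were examined, leaves both differences, and so does edgeR, chosen after the values were seen. The fold change of *glnR* passes in MH without the deeper MH 24 h library (−1.04), a setting chosen after the values were seen.

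In the figures, marks were read by eye and compared with an unadjusted p under 0.05. Fig. 4 marks 27 bars, of which 23 pass (not *pcbAB*, *ceaS2* and *fd* at 24 h or *claR* at 48 h), and leaves *pcbR* at 96 h unmarked, which passes. Fig. 5A marks 8, of which 5 pass (not BB341_RS09920 and BB341_RS26850 at 48 h or *argC* at 96 h), with *argB* and *argH* passing unmarked. Fig. 5B marks 10, which all pass, with *otc* passing unmarked. Fig. 5C marks 12, of which 0 pass and all 12 are over 2-fold. edgeR, chosen after the values were seen, has an adjusted p under 0.05 for 7 of those 12, and for 15, 1 and 10 of the marked bars of Fig. 4, 5A and 5B.

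The paper states that most genes of the CA, paralog and clavam clusters were lower in MH than in ML at 24 and 48 h. Of 37 genes, 30 at 24 h and 34 at 48 h have a log2 fold change above 0. The paper also states elsewhere a rise at both times, which these tallies go with. Its range at 24 h holds for 9 of the 37 genes.

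The paper lists genes of valine synthesis as higher in MH. In the authors' deposited table, BB341_RS06710 has 4.16 (p = 0.505) and BB341_RS06715 1.90 (p = 0.785) at 48 h, neither called. Settings chosen after the values were seen call BB341_RS06710: edgeR (4.03), DESeq2 (4.14), the shared spread (3.99), library size alone (3.44) and 3 of the 4 omissions, with 1.36 without the shallower MH library. The shared spread (1.73) and leaving out the deeper MH library (2.56) call BB341_RS06715.

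Of the genes the paper lists as higher between glucose and acetyl-CoA, the authors' deposited table gives BB341_RS22335 −0.15 (p = 0.827) at 24 h and 0.18 (p = 0.402) at 48 h, BB341_RS07190 1.07 (p = 0.12) and 1.14 (p = 0.221), BB341_RS13605 1.13 (p = 0.129) at 24 h, BB341_RS21120 1.30 (p = 0.544) at 24 h, BB341_RS22330 1.22 (p = 0.096) and BB341_RS15270 2.47 (p = 0.11) at 48 h, none called. In the authors' deposited table BB341_RS22350 at 48 h, with 1.43 (p = 0.0323), and BB341_RS13695 at 24 h, with 5.26 (p = 3.5e-11), are called. Settings chosen after the values were seen call BB341_RS15270 at 48 h (edgeR 2.43, DESeq2 2.47, the shared spread 2.43, library size alone 1.40, without the shallower MH library 3.19), BB341_RS22330 (the shared spread 1.25, without the shallower MH library 1.46), BB341_RS07190 without the shallower MH library of 24 h (1.20) or 48 h (1.88), BB341_RS13605 without the shallower MH 24 h library (1.58) and BB341_RS21120 without the deeper one (1.75). No setting run calls BB341_RS22335.

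The paper calls arginine genes higher at 96 h, and *argJ* by a test. It also reports RT-qPCR trends for *argB*, *argC*, *argH* and *argJ* that were like those of its sequencing. Of the 7 genes of the cluster, 7 are above 0 and 0 are called by the authors' p, with 2.71 (p = 0.261) for *argJ* (BB341_RS23950) in the authors' deposited table. Chosen after the values were seen, edgeR calls 7, as do library size alone and leaving out the shallower MH 96 h library. The other 3 omissions and a spread shared by all 6 conditions call 0, and DESeq2 calls 0 at an adjusted p and 6 at an unadjusted one. At 48 h the paper names BB341_RS21930, BB341_RS21935, *argD*, *argR*, *argH* and *otc* as higher, and 0 of these 6 are called. Chosen after the values were seen, DESeq2 (1.79) and the shared spread (1.76) call *otc* (BB341_RS04845). Leaving out the shallower MH 48 h library gives 1.93 for BB341_RS21930, 2.52 for BB341_RS21935 and 2.30 for *otc*. MH then has no spread of its own, so only the sizes are given. At 24 h without the shallower MH library, the sizes are 1.83 for *otc*, 1.38 for BB341_RS21930 and 1.53 for BB341_RS21935. For *argC* and *argB* (BB341_RS23955) they are 1.04 and 1.64, and without the deeper MH library −0.19 and −0.03. The step of *argC* (BB341_RS23945) from 48 to 96 h in MH, marked in Fig. 5A, is −4.22 without the deeper MH 96 h library.

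In the CA, paralog, clavam and cephalomycin C clusters, the paper names as higher or marks some genes that are not called in the authors' deposited table: *oat1* (BB341_RS29475, 1.63, p = 0.0587), *cas1* (BB341_RS13955, 1.25, p = 0.0605), *ccaR* (BB341_RS07775, 1.72, p = 0.0513) and *claR* (BB341_RS07840, 1.89, p = 0.102) at 48 h, and *ceaS2* (BB341_RS07810, 1.01, p = 0.0942) and *fd* (BB341_RS07855, 1.03, p = 0.0768) at 24 h. Settings chosen after the values were seen call *oat1* (the shared spread 1.60, without the shallower MH library 2.12), *ccaR* (DESeq2 1.72), *claR* (edgeR 1.91, DESeq2 1.94, the shared spread 1.93, without the shallower MH library 2.52), and *ceaS2* (1.11) and *fd* (1.43) without the shallower MH 24 h library.

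The paper has key CA genes lower at 96 h. Of 21 genes, 5 are above 0, 16 below 0 and 0 called, with *gcaS* (BB341_RS07885) at −0.99 (p = 4.7e-04) in the authors' deposited table, just under 2-fold. Settings chosen after the values were seen call *gcaS* (edgeR −1.03, library size alone −1.54, without the deeper or the shallower MH library −1.01 and −1.04) and *pah2* (BB341_RS07820, library size alone −1.04, without the deeper MH library −1.06).

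The paper has genes of the glyoxylic acid cycle and gluconeogenesis sharply lower at 96 h. Of the 8 genes, 4 are above 0 and 4 below 0, with a median log2 fold change of 0.023 and 0 called lower in the authors' deposited table, and 0 lower by edgeR (0 at an unadjusted p, 0 by DESeq2, and 1 higher by each tool).

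Among the 183 values of named genes, calls at the authors' thresholds that the settings chosen after the values were seen drop number 16 with edgeR, 3 with DESeq2, 10 with the shared spread, 14 with library size alone and 133 over the 732 refits without 1 library.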

Other observations

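The edgeR and camera results here were chosen after the data had been examined, and the rest was planned.

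Between the media at 24 h, the 10 largest rises among called genes in the authors' deposited table (mean level at least 100, log2 fold change) are BB341_RS13745 5.92, BB341_RS13735 5.84, BB341_RS13750 5.83, BB341_RS13695 5.26, BB341_RS13715 5.18, BB341_RS13690 5.06, BB341_RS13755 3.99, BB341_RS13685 3.86, BB341_RS24700 3.72 and BB341_RS01020 3.66, and edgeR does not call BB341_RS13755 and BB341_RS24700. Falls at 24 h are largest for BB341_RS29990 −3.88, BB341_RS25925 −3.86, BB341_RS25890 −3.13, BB341_RS28215 −3.00, BB341_RS10780 −2.92, BB341_RS05075 −2.64, BB341_RS04240 −2.63, BB341_RS26675 −2.51, BB341_RS21870 −2.30 and BB341_RS05095 −2.28, and edgeR does not call BB341_RS29990, BB341_RS25890, BB341_RS10780, BB341_RS05075, BB341_RS04240, BB341_RS26675, BB341_RS21870 and BB341_RS05095.

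Between the media at 48 h, the 10 largest rises among called genes in the authors' deposited table (mean level at least 100, log2 fold change) are BB341_RS28800 7.66, *cmcI* (BB341_RS07755) 5.21, *ceaS2* (BB341_RS07810) 5.13, *cefE* (BB341_RS07745) 4.73, BB341_RS28805 4.63, *cas2* (BB341_RS07825) 4.53, *cmcJ* (BB341_RS07760) 4.47, BB341_RS14360 4.44, BB341_RS01000 4.44 and BB341_RS20095 4.41, and edgeR calls each of them. Falls at 48 h are largest for BB341_RS13740 −5.19, BB341_RS13735 −3.51, BB341_RS13745 −3.42, BB341_RS13715 −2.88, BB341_RS00790 −2.84, BB341_RS06040 −2.72, BB341_RS01740 −2.50, BB341_RS18100 −2.32, BB341_RS14475 −2.26 and BB341_RS05590 −2.22, and edgeR calls each of them.

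Between the media at 96 h, the 10 largest rises among called genes in the authors' deposited table (mean level at least 100, log2 fold change) are BB341_RS15195 3.35, BB341_RS15190 3.32, BB341_RS07065 3.03, BB341_RS16785 2.56, BB341_RS08500 2.55, BB341_RS09195 2.54, BB341_RS15205 2.53, BB341_RS15200 2.52, BB341_RS10780 2.50 and BB341_RS32815 2.49, and edgeR calls each of them. Falls at 96 h are largest for BB341_RS19875 −1.61, BB341_RS01460 −1.43, *cefE* (BB341_RS07745) −1.39, BB341_RS27555 −1.39, BB341_RS28300 −1.38, BB341_RS13355 −1.37, BB341_RS03745 −1.34, BB341_RS26285 −1.34, BB341_RS01390 −1.31 and BB341_RS18935 −1.30, and edgeR calls each of them.

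Of 35 gene lists, the median lay at or beyond the lower limit from random lists for 3, 4 and 3 and at or beyond the upper for 4, 9 and 2 at 24, 48 and 96 h. Camera with the preset correlation passed 12, 20 and 14 lists and with the estimated one 0, 0 and 0 (0, 1 and 0 at an unadjusted p), while Fisher's exact test passed 1, 6 and 2 of 25.

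The phosphate response list (70 members) has 1 called higher and 1 lower at 24 h, 4 and 2 at 48 h and 3 and 0 at 96 h, with medians of 0.042, 0.12 and 0.018 at percentiles 63.1, 81.1 and 69.6 of the random lists.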
